# Single-cell RNA sequencing reveals cancer stem-like cells and dynamics in tumor microenvironment during cholangiocarcinoma progression

**DOI:** 10.3389/fcell.2023.1250215

**Published:** 2023-11-10

**Authors:** Jihye L. Golino, Jing Bian, Xin Wang, Jianyang Fu, Xiao Bin Zhu, Julie Yeo, Michael Kelly, Freddy E. Escorcia, Maggie Cam, Changqing Xie

**Keywords:** cholangiocarcinoma, cancer stem-like cells, tumoral heterogeneity, Tm4sf1, single-cell RNA sequence

## Abstract

Cholangiocarcinoma is a malignancy of the bile ducts that is driven by activities of cancer stem-like cells and characterized by a heterogeneous tumor microenvironment. To better understand the transcriptional profiles of cancer stem-like cells and dynamics in the tumor microenvironment during the progression of cholangiocarcinoma, we performed single-cell RNA analysis on cells collected from three different timepoints of tumorigenesis in a YAP/AKT mouse model. Bulk RNA sequencing data from TCGA (The Cancer Genome Atlas program) and ICGC cohorts were used to verify and support the finding. *In vitro* and *in vivo* experiments were performed to assess the stemness of cancer stem-like cells. We identified Tm4sf1high malignant cells as cancer stem-like cells. Across timepoints of cholangiocarcinoma formation in YAP/AKT mice, we found dynamic change in cancer stem-like cell/stromal/immune cell composition. Nevertheless, the dynamic interaction among cancer stem-like cells, immune cells, and stromal cells at different timepoints was elaborated. Collectively, these data serve as a useful resource for better understanding cancer stem-like cell and malignant cell heterogeneity, stromal cell remodeling, and immune cell reprogramming. It also sheds new light on transcriptomic dynamics during cholangiocarcinoma progression at single-cell resolution.

## 1 Introduction

Cholangiocarcinoma (CCA) is a lethal malignancy originating from the epithelial cells lining the bile ducts. Due to its rising global incidence (Bertuccio et al., 2019), heterogeneous pathology (Brindley et al., 2021), and resistance to conventional therapy (Brindley et al., 2021), there is growing need to characterize the CCA microenvironment to illuminate the molecular process and explore potential therapeutic strategies (Greten et al., 2023). Previous investigations have shown that CCA is highly desmoplastic and comprises entangled dense networks of inflammatory cells and the extracellular matrix (Brindley et al., 2021; Fabris et al., 2020; Zhang et al., 2020/11). However, dynamic change in cell composition and cell–cell crosstalk during CCA tumorigenesis has not been elaborated.

CSCs (cancer stem-like cells) are a rare subpopulation of tumor cells with strong tumorigenic capacity. These cells remain in a relatively quiescent state until exposed to various direct and indirect signals in the tumor microenvironment (TME). CSCs have been shown to play critical roles in tumor initiation, metastasis, chemotherapy resistance, and recurrence upon activation (Li et al., 2008; Wilson et al., 2011). Cancer stemness has been shown to be negatively associated with antitumoral immunity, suggesting that the presence of CSCs remodels the TME (Miranda et al., 2019; Galassi et al., 2021). This remodeling results in an immunosuppressive ecosystem partially through interactions between CSCs and surrounding stromal cells, which include immune cells (Miranda et al., 2019; Galassi et al., 2021). Historically, a broad spectrum of cell surface markers, including PROM1 and CD24, have been extensively used to identify CSCs, although the consensus has not been reached. Whereas tumor heterogeneity in CCA is a widely accepted phenomenon evidenced by scRNA-seq data, CSC heterogeneity in CCA has not been previously described.

The YAP/AKT CCA murine model is recognized as one of the most important preclinical models for hepatic stem-like CCA (Wang et al., 2018; Martin-Serrano et al., 2022). These mice develop tumors through a stepwise process (Zhang et al., 2017; Wang et al., 2018) and mimics the pathological procession of human CCA patients (Zhang et al., 2017), which validates the use of the YAP/AKT mouse model to study CCA *in vivo*. Moreover, this model serves as a valuable tool to study the characteristics of CSCs of CCA and their interactions with surrounding stromal/immune cells during tumorigenesis.

Here, we provide transcriptome analysis of 47,806 single cells, including hepatocytes, and epithelial and stromal cells from normal liver control and the other two different tumor progression timepoints of the YAP/AKT CCA mouse model.

## 2 Materials and methods

### 2.1 YAP/AKT CCA mouse model

In brief, a YAP/AKT CCA mouse model was established following the previous reports through hydrodynamically administered tail vein injections with 30 µg of YAP, 20 µg of AKT, and 2 µg of HSB2 plasmids (Li et al., 2015; Yamamoto et al., 2017; Zhang et al., 2021). The empty vectors with HSB2 were injected and used as controls for corresponding timepoints (e.g., Ctrl-W05 and Ctrl-W08). Normal liver samples were used as the baseline control (Ctrl, week 0). The presence of CCA and the extent of tissue infiltration were confirmed by an experienced murine histopathologist. All animals received humane care, and animal experiments were approved and conducted following the institutional guidelines and approved by the Animal Care and Use Committee of the NIH, Bethesda, Maryland, United States.

### 2.2 Library preparation and sequencing for mouse sample

Tissue samples were processed as single-cell suspensions (details are provided in Supplementary Methods S1). Single-cell sequencing was performed using the 10x Genomics Single Cell 3′v3.1 Reagent Kit according to the manufacturer’s instructions. Cell suspensions were assessed and counted by staining with acridine orange and propidium iodide fluorescence dyes on an automated cell counter (LunaFL, Logos Biosystems), and adjusted for single-cell partitioning to target approximately 6,000 datapoints per sample when possible. For single-cell library preparation, as defined in the 10x Genomics user guide, following cell partitioning with barcoded gel beads, the cells are lysed, and poly-adenylated transcripts are reverse-transcribed with the inclusion of a cell-specific barcode and a unique molecular identifier. Droplets are broken and barcoded cDNA is amplified for 14 cycles [amplification by a low number of cycles reduced the presence of heteroduplexes in the final PCR product (Thompson et al., 2002)] before Illumina-based sequencing libraries are prepared by fragmenting cDNA and adding necessary sequencing adapters along with a sample-specific index barcode. For sample preparation on the 10x Genomics platform, the Chromium Next GEM Single-Cell 3′ Kit v3.1 (PN-1000268), Chromium Next GEM Chip G Kit (PN-1000120), and Dual Index Kit TT Set A (PN-1000215) were used. The molarity of each library was calculated based on concentration and library size measured using a bioanalyzer (Agilent Technologies). Libraries were pooled and normalized to a final loading concentration. The sequencing run was setup as recommended with 28 cycles +10 cycles +10 cycles +90 cycles. Demultiplexing was performed using *cellranger* “mkfastq,” which allows for one mismatch in the sample index barcodes, and reads were aligned to a mm10 reference genome (refdata-gex-mm10-2020A) to generate a per-cell gene expression counts matrix with cellranger “count” (cellranger v6, 10x Genomics). A per-cell mean sequencing depth of 50,000 reads/cell was targeted for each sample. Libraries were sequenced on an Illumina NextSeq 2000 at the CCR Single-Cell Analysis Facility at NIH.

### 2.3 Cell lines and cell culture reagents

The human intrahepatic CCA cell lines HuCC-T1 and SNU-1079 were used for this study. Cells were cultured in RPMI1640-GlutaMAX™-I medium (Gibco, Grand Island, NY) supplemented with 10% FBS.

### 2.4 Tissue collection from the YAP/AKT CCA mouse model

All liver/tumor tissues were harvested at indicated timepoints, and the samples were minced into small pieces (*n* = 3/each timepoint). Sample pieces were processed using a tumor dissociation kit (Miltenyi Biotech # 130-095-929), following the manufacturer’s instructions. The cell suspension was subsequently filtered and counted to determine the concentration of live cells before being submitted for sequencing. In between, the samples were treated with Red Blood Cell Lysis Solution (Miltentyi # 130-094-183) and Debris Removal Solution (Miltenyi Biotec 130-109-398). The cells were maintained on ice during the isolation process.

### 2.5 Murine CCA scRNA-seq data analysis

Filtered feature-barcode matrix.h5 files from *cellranger* output for Ctrl, W05, and W08 samples were merged into a Seurat object through the Seurat workflow system (Satija et al., 2015). The sequencing data were preprocessed according to unique molecular identifier (UMI) counts, number of expressed genes, and mitochondrial content. Cells with low UMI counts (<500) or low complexity (<0.8 genes/UMI) were filtered from the subsequent analysis. Cells with gene or mitochondrial content exceeding three absolute deviations above the respective medians were filtered as well. The gene expression data were then normalized using the Seurat SCTransform function (Satija et al., 2015). Downstream analyses involving differential gene expression (DEG) and gene set variation analyses (GSVA) were performed within the NIH Integrated Analysis Portal (NIDAP) using R programs developed on the Palantir Foundry platform (Palantir Technologies). Analyses involving cell communication (CellChat and CellphoneDB), copy number variation (inferCNV), transcriptional factors and regulons (SCENIC), weighted gene correlation network (WGCNA), and stemness and pseudotime (CellTree and TSCAN) were performed on RStudio with custom code (will be submitted onto GitHub Pages). All scRNA-seq data were submitted to the Gene Expression Omnibus (GEO) public database at NCBI (GEO link pending). Publicly available scRNA-seq data from KRAS/p19 and YAP/AKT mouse models (GSE154170) (Affo et al., 2021) were used to verify the presence of Tm4sf1^high^ CSCs in other studies.

### 2.6 Determination of major cell types and their subpopulations

Highly variable genes were summarized by principal component analysis (PCA). The number of principal components used was determined using the elbow method, and the top 30 principal components were further projected (Becht et al., 2018). The Seurat FindClusters function was used for unsupervised clustering analysis (Satija et al., 2015). For each individual cell type, the average expression of previously published cell markers (Zhang et al., 2020/11) was calculated using the Seurat AddModuleScore function, and cells were classified based on the marker set with the highest average. Copy number variation (CNV) across epithelial cells was used to differentiate malignant cells determined using inferCNV (Chen et al., 2022/10), as we reported recently (Golino et al., 2023).

### 2.7 Differential expression analysis and gene set variation analysis (GSVA)

Differential gene expression analysis was performed on log-normalized data using the MAST algorithm (Finak et al., 2015) and through the Seurat “FindMarkers” function (Satija et al., 2015). Gene counts from malignant cells, cholangiocytes, and hepatocytes were aggregated prior to GSVA using the GSVA (version 1.47.0) R package. Pathways corresponding to significant gene sets were referenced from the C5:GO, CP:KEGG, and CP:REACTOME collections within the Molecular Signatures Database (MSigDB) (v2022.1.Mm). Pathways describing similar biological functions were omitted from visualization.

### 2.8 Cell identification

For each individual cell, the average expression of previously published stromal and immune cell markers (Zhang et al., 2020/11) was calculated using the Seurat AddModuleScore function. Cells were then classified according to the marker set with the highest average. Copy number variation (CNV) across epithelial cells was determined using inferCNV (Chen et al., 2022/10). Endothelial, fibroblast, and immune cells were pooled to form a reference dataset for inferCNV. A cutoff of 0.1 was used to filter cells having low gene counts, and an sd_amplifier value of 1.5 was used to filter background noise. A copy number score (CNS) was assigned for each cell through the following formula:

$$CNS=\Sigma \;{\left(CNV_{gene}-mean\left(CNV\right)\right)}^{2}.$$

Epithelial cells with a CNS in the top 25 percentile were further classified as malignant cells. The remaining epithelial cells were classified as cholangiocytes.

### 2.9 Cell differentiation analysis

The CellTree algorithm (version 3.16) (duVerle et al., 2016) was used to calculate a set of topic scores (measure of differentiation state) for each cell in the malignant, cholangiocyte, and hepatocyte populations. A set probability score was also calculated for each cell; this measure describes the likelihood of a cell having a particular topic score. The topic score with the highest probability was then assigned to each cell. Early-state malignant cells were labeled as those with topic scores below or equal to three. Early-state cholangiocytes and hepatocytes were labeled as those with topic scores below or equal to four. We also used CytoTRACE to define the differential or stemness status of human malignant cells from a previous study (Gulati et al., 2020). Cells were assigned a score to annotate differential/stemness status, with a higher score indicating higher stemness/characteristics.

### 2.10 Network analysis

We inferred gene regulatory networks using the SCENIC package (version 1.2.4) implemented in R (Aibar et al., 2017). The gene regulatory networks are inferred based on co-expression modules and TF motif enrichment analysis from scRNA-seq data. We calculated and ranked the activities of TFs, as measured by the regulon specificity score (RSS), using the AUCell package (version 3.12) (Suo et al., 2018). We also used the single-cell weighted gene co-expression network analysis (scWGCNA) R package (Langfelder and Horvath, 2008) to determine modules of co-expressed genes for malignant cell clusters. Clustering of genes was performed based on five k-nearest neighbors. A soft power of 18 was used to construct the co-expression network.

### 2.11 Pseudotime analysis

Pseudotime analysis was performed on malignant cell clusters using the Tools for Single-Cell ANaylsis (TSCAN) R package (version 1.32.0). Differentiation trajectory was drawn on Seurat PCA embeddings through modified exprmclust and plotmclust functions. An expression matrix containing the top 2,000 variable genes was used to infer genes controlling the direction of differentiation. The set of genes controlling the direction of differentiation was extracted through the TSCANorder and DIFFTEST functions. Genes having a q-value >0.05 were filtered from the list.

### 2.12 Cell–cell communication

Differential crosstalk and communication between stromal and immune cells across timepoints were analyzed using CellChat (version 1.1.3), as outlined by the procedure proposed by Jin et al. (2021). The default CellChat integrated database was used as the reference for inferring interaction signals. Cell communication groups containing fewer than 10 cells were filtered from the data. We used CellphoneDB (Efremova et al., 2020) to study the ligand–receptor interactions of early-state/late-state malignant cells with immune and stromal (endothelial and fibroblast) cells. Interaction pairs with a *p*-value <0.05 were considered significant.

### 2.13 Spheroid formation assay

The single-cell suspension of CCA cells was cultured in 6-well ultralow attachment plates (Corning Inc., New York, NY) at a density of 1,000 cells/well in a spheroid medium. The spheroid medium was prepared with DMEM/F12 medium supplemented with 1X B27 supplement (Gibco, Carlsbad, CA), human recombinant epidermal growth factor (hrEGF) (Gibco, Carlsbad, CA) (20 ng/mL), and bFGF (Gibco, Carlsbad, CA) (10 ng/mL). After incubating for 7 days, the number of spheroids was counted. The spheroid formation rate was assessed as the ratio of the number of spheroids/the number of cells cultured. Each group included triplicate wells.

### 2.14 Flow cytometry

Flow cytometry was used to detect cell populations with specific CSC surface markers. In brief, cultured cells were dissociated to single-cell suspension and washed with cold PBS two times before incubation with different antibodies for 30 min at 4°C. Cells were washed once more before performing flow cytometry analysis. The following antibodies were used for detecting stem cell markers by flow cytometry analysis: anti-CD24-PB human (BioLegend, San Diego, CA), anti-CD90-PE/Cy5 human (BioLegend, San Diego, CA), anti-CD133/2-APC human (Miltenyi Biotec, Milan, Italy), anti-LGR5-PE human (BioLegend, San Diego, CA), anti-CD44-PE/Cyanine7 human (BioLegend, San Diego, CA), anti-EpCAM-FITC human (Miltenyi Biotec, Milan, Italy), and anti-DCAMKL1-Alexa Fluor^®^ 488 (Abcam, Cambridge, MA). All abovementioned stained cells were then examined by using the CytoFLEX LX platform, and results were analyzed using FlowJo software version 10.4.2 (TreeStar Inc.).

### 2.15 RNA extraction and quantitative real-time (qRT)-PCR

Total RNA from cultured cells was extracted by using an RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. cDNA was synthesized from 1 μg of total RNA by the Superscript III First-Strand Synthesis System (Invitrogen). cDNA samples were subjected to qRT-PCR amplification using custom primers on a Bio-Rad MyIQ detection system (Bio-Rad) according to the protocol provided by the manufacturer. Quantitative RT-PCR custom primers are described in Supplementary Table S6. GAPDH served as an internal standard.

### 2.16 Survival analysis and enrichment analysis

The survival analysis was performed on KMplot (http://kmplot.com/analysis/index.php?p=service&cancer=liver) (Nagy et al., 2018). We supplied multiple gene names to the KMplot by using the “use mean expression of selected genes” option. The enrichment analysis was performed on MsigDB (https://www.gsea-msigdb.org/gsea/msigdb) with default parameters (Liberzon et al., 2011). The gene expression profile of liver cancer patients was downloaded from the TCGA (https://portal.gdc.cancer.gov/) and ICGC (https://dcc.icgc.org/) websites. Raw read counts were extracted from files with the suffix “htseq.counts.” The trimmed mean of M-values (TMM) normalized expression value was generated by the “edgeR” package (Robinson et al., 2010). The clinical information was also downloaded from the TCGA and ICGC websites.

### 2.17 Statistics analysis

All statistical analyses were performed using R (version 4.1.0, http://www.rproject.org) or GraphPad Prism (version 7.04). The differences between groups were analyzed by the chi-squared test, Student’s *t*-test, Wilcoxon test, Pearson correlation test, and Kruskal–Wallis test, when appropriate. All tests were two-sided, and a *p*-value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Single-cell transcriptome characterizes heterogeneous malignant cells in YAP/AKT mouse CCA

We obtained single-cell transcriptomics from normal control (week 0, Ctrl), W05 and Ctrl-W05, and W08 and Ctrl-W08 livers or tumors of the YAP/AKT mouse model (Figure 1A). 

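The data came from livers or tumors of 15 mice, with 3 mice in each of 5 groups and 1 library per mouse. Normal livers (Ctrl) stand for week 0. YAP/AKT mice were collected at week 5 (W05) or week 8 (W08), and mice given empty vectors were collected at the same weeks (Ctrl-W05, Ctrl-W08). In this model plasmids encoding YAP, the transcriptional effector of the Hippo pathway, and AKT, a kinase downstream of growth factor receptors, enter hepatocytes after hydrodynamic tail vein injection, and bile duct cancer follows. W05 and W08 are used here as the labels of the deposited libraries.
Each droplet tags its RNA with a cell barcode and a unique molecular identifier (UMI), so a count is the number of distinct RNA molecules of a gene in a cell. The authors aligned the reads and counted UMIs with Cell Ranger, and the deposited counts cover every gene of the reference for every barcode called a cell. Total UMIs per library ran from 21517985 to 35824466 in Ctrl (median 30486905), from 40400344 to 49734523 in W05 (median 47563555) and from 24148927 to 32989416 in W08 (median 26685121). They ran from 31553797 to 35711288 in Ctrl-W05 (median 35334502) and from 43366434 to 49713742 in Ctrl-W08 (median 49592744).
Cells were filtered, clustered, named by marker genes and summed per mouse and cell class, so that the mouse is the replicate of every test. Genes and class sizes were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Gene lists written down before the data were examined were tested with fry, which asks whether a list's genes move on balance one way, and with camera, which sets a list against the other genes. An exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1.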

H&E staining from W05 (week 5) samples showed atypical epithelial/ductular proliferation, indicating the initiation stage of cancer, whereas W08 (week 8) samples showed carcinoma formation (Figure 1A, Supplementary Figure S1). Therefore, W05 samples were denotated as being in the early stage of CCA and W08 samples were denotated as being in the late stage of CCA. Overall transcriptomic patterns overlapped among the samples from normal livers (Ctrl), Ctrl-W05, and Ctrl-W08, indicated in the PCA plot (Supplementary Figure S2). Therefore, a total of 47,806 single cells were extracted from murine livers or tumors derived from Ctrl, W05, and W08 samples for subsequent analysis. 

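Livers of mice given empty vectors held more neutrophil RNA and less endothelial RNA than normal livers when all cells of a library were summed. S100a9, a calprotectin subunit of neutrophils, stood at 3132 ± 1092 CPM (counts scaled to a common library total) in Ctrl-W05 against 366 ± 202 in Ctrl (mean ± SD, 3 mice each). Its log2 fold change was 3.10 (SE 0.509, edgeR adjusted p = 0.00106), and in Ctrl-W08 it was 3.81 (SE 0.526, edgeR adjusted p = 0.000304). Cxcr2, the chemokine receptor that guides neutrophils, rose from 6.58 ± 1.89 CPM in Ctrl to 66.7 ± 7.51 CPM in Ctrl-W08 (log2 fold change 3.36, SE 0.297, edgeR adjusted p = 2.51e-05). Hlf, a transcription factor of the circadian clock output, fell from 65.5 ± 28.1 CPM in Ctrl to 1.90 ± 0.236 in Ctrl-W05 (log2 fold change −5.12, SE 0.478, edgeR adjusted p = 5.63e-05) and to 4.01 ± 1.47 in Ctrl-W08 (log2 fold change −4.03, SE 0.436, edgeR adjusted p = 7.41e-05). Ccn1, a matricellular protein and YAP target, fell from 39.7 ± 6.68 to 6.19 ± 1.35 CPM in Ctrl-W08 (log2 fold change −2.67, SE 0.327, edgeR adjusted p = 0.00015).
All 8 neutrophil markers were higher in both empty vector groups, adjusted over all genes or adjusted over the list alone (fry adjusted p = 0.00325 for Ctrl-W05 and 0.00106 for Ctrl-W08). Against the other genes the list stood out with a preset correlation (camera adjusted p = 7.28e-09 and 1.34e-12), but not with an estimated one (adjusted p = 0.565 and 0.568 with an estimated correlation). Of 12 endothelial markers, 8 were lower in each empty vector group, also adjusted over the list alone (fry adjusted p = 0.0213 and 0.0235; camera adjusted p = 0.000156 and 0.000545, and adjusted p = 0.597 and 0.783 with an estimated correlation). In Ctrl-W05 they numbered 5 without Ctrl replicate 2 or Ctrl-W05 replicate 1, and in Ctrl-W08 5 with only these groups in the fit. Of 16 YAP target genes, 1 was higher and 9 lower in Ctrl-W05, also adjusted over the list alone (fry adjusted p = 0.000676; camera adjusted p = 0.000937, and adjusted p = 0.516 with an estimated correlation). Sums of all cells also follow the mix of cells. Endothelial cluster 7, with the YAP target Ccn2 among its leading genes, held 1550 cells of Ctrl and 168 of Ctrl-W05. The lower YAP target genes, Ccn1 included, are therefore not separated from this change of mix. Over all genes, edgeR called 4932 of 16012 between Ctrl-W05 and Ctrl (2100 higher, 2832 lower) and 5116 between Ctrl-W08 and Ctrl (2122 higher, 2994 lower). The first count was 2922 without Ctrl replicate 2, 2915 without Ctrl-W05 replicate 1 and 3020 with only these groups in the fit, and the second was 3155 without Ctrl replicate 2 and 3150 without Ctrl-W08 replicate 3. The first principal component of the control libraries held 50.7% of the variance and set the normal livers (−74.7, −52.0 and −42.3) apart from the empty vector livers (20.3 to 37.1). The deeper libraries were those of the empty vectors, with median UMIs per barcode of 5003 to 5543 against 3522 to 4703 in Ctrl. From the overlap of the control groups in its own plot, the paper goes on with the normal livers as the baseline.

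**Figure D1:**
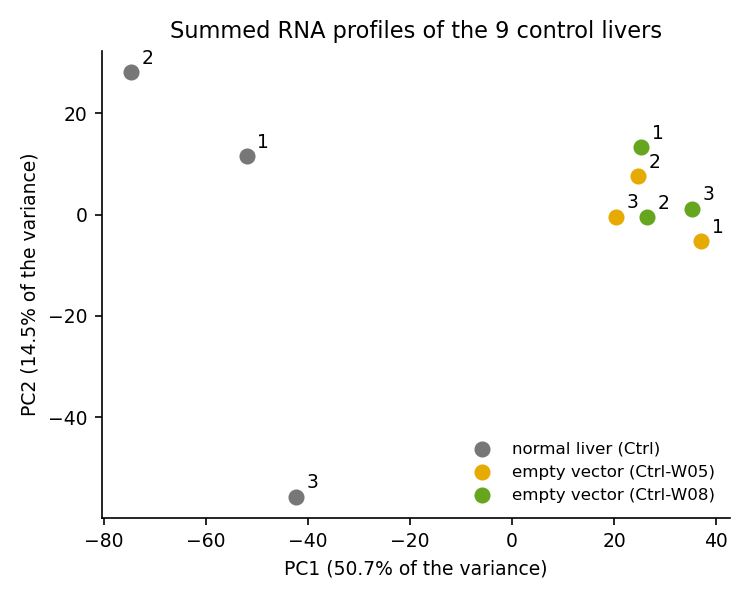
The 9 control livers on principal components PC1 and PC2 of their summed RNA profiles, with the share of the variance on each axis and 1 point per mouse, numbered by replicate. Normal livers lie at negative and empty vector livers at positive values of PC1.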

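From the 61746 barcodes of Ctrl, W05 and W08, 47802 were kept as cells of the liver or tumor, of which 13602 came from Ctrl, 18657 from W05 and 15543 from W08. Each group kept a similar part, 77.4% over these 9 libraries. Median genes per barcode of the 15 libraries were 1104 to 1765, and the number of barcodes in the 9 libraries matches the one printed in Figure 1A. The lower limits removed 7895 barcodes with fewer than 0.8 log10 genes per log10 UMI, the complexity that falls in red blood cells and debris, and no barcode had under 500 UMIs. Of the 53851 barcodes left, 5379 lay above the limit on mitochondrial RNA, a sign of stressed or broken cells, and 672 above the limit on genes, 6049 in all. With unscaled median absolute deviations 43798 cells were kept, and without the upper limits all 53851. Median UMIs of the kept cells were 3792 to 6197 per library, and the median mitochondrial share of the barcodes 3.60 to 9.09%. Scrublet, which scores mixtures of 2 cells, called 0.0635% of W05 replicate 1 and 0.961 to 3.02% of the other libraries, so it did not work in the former.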

A total of 16 distinct cell clusters were identified (Figures 1B–D). 

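The clusters separated endothelial cells, B cells, T cells, macrophages, neutrophils, dendritic cells and a small epithelial group. At a Leiden resolution of 1, the barcodes of all 15 libraries above the lower limits formed 43 clusters, and at 0.5 they formed 30; the sizes given are of the kept cells. Sinusoidal endothelial cells with Stab2, a scavenger receptor, and Clec4g, a lectin of these cells, led the largest cluster (9458 cells). B cells with Cd79a, a chain of the B cell receptor, and Pax5, the B cell identity factor, led the next (9280.0 cells). Kupffer cells with Clec4f and Cd5l formed a cluster of 2544 cells, and a monocyte or macrophage group with Trem2, a lipid receptor, Gpnmb and Cx3cr1 one of 2933 cells, of which 2154 came from W05. Epithelial cells with Spp1, the matrix protein osteopontin, and the keratins Krt8 and Krt18 numbered 721. One B cell cluster of 1378 cells came wholly from W05 replicate 3, as did 1540.0 of the 1543 cells of an endothelial cluster and a cluster of 684 cells led by the pancreatic enzymes Cel, Cpa1 and Pnlip. Clustering without the pancreatic enzyme genes, a setting chosen after seeing the data, gave 40 clusters.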

The cells comprised mainly of clusters of endothelial cells, hepatocytes, epithelial cells, immune cells, and fibroblasts based on the expression of known markers (Figure 1D, Supplementary Figure S3). 

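Endothelial cells were the most frequent class of Ctrl, W05 and W08 together, with 15858 cells, followed by B cells with 8381 and myeloid cells with 6212. T cells numbered 4070, NK cells 1658, conventional dendritic cells 1316 (1795 with plasmacytoid ones), hepatocytes 167 and fibroblasts 140. A cluster was named when at least 3 markers of a class were higher than elsewhere (log2 fold change of 1 or more, detected in 10% of cells) and these made up at least 40% of the class's markers. Hepatocytes were recognised by Fabp1, a fatty acid carrier, and Car3, a carbonic anhydrase, and fibroblasts by the collagens Col1a1 and Col3a1 and by Dcn. Clusters led by cell cycle genes such as Mki67 and Top2a, by mitochondrial RNA, or with markers of 2 classes stayed unnamed. Unnamed cells were 9.86 ± 4.58% of Ctrl, 12.6 ± 0.459% of W05 and 20.8 ± 9.67% of W08 (mean ± SD, 3 mice each). A cluster led by Apoc4, Fabp1 and Mup11 also stayed unnamed, with 154 cells of Ctrl, 30 of W05 and 514 of W08. Hepatocytes numbered 860.0 in the clustering without pancreatic genes and 2229 with the score per cell, and with that score myeloid cells numbered 3970.0, dendritic cells 2186, NK cells 2497 and fibroblasts 221, while fibroblasts numbered 92 with unscaled deviations and had no named cluster at a Leiden resolution of 0.5; these counts were chosen after seeing the data. The naming limits were also set after the cluster tables had been seen.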

As expected, the epithelial cells were composed of malignant cells and cholangiocytes, which is consistent with the cellular characteristics of the liver (Zhang et al., 2020/11; Massalha et al., 2020; Ma et al., 2019). 

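Epithelial cells, which hold both bile duct cells and malignant cells, were more frequent in W05 than in normal livers. They were 0.722 ± 0.227% of the cells in Ctrl, 1.56 ± 0.202% in W05 (287 cells) and 1.44 ± 0.479% in W08 (228 cells; mean ± SD, 3 mice each). The log2 fold change of the share was 1.10 for W05 (SE 0.344, edgeR adjusted p = 0.0185) and 0.99 for W08 (SE 0.345, edgeR adjusted p = 0.0533). Against the empty vector livers of the same week the share was higher in both (log2 fold change 2.29 with edgeR adjusted p = 0.000166 for W05, and 1.74 with edgeR adjusted p = 0.000964 for W08). The empty vector livers themselves had a lower share than normal livers in Ctrl-W05 (log2 fold change −1.20, edgeR adjusted p = 0.0296). In Ctrl-W08 it was −0.75 without a call (edgeR adjusted p = 0.127). The larger differences from the empty vector livers therefore also reflect this lower baseline. Both genes that the plasmids carry were detected in normal epithelial cells, Akt1 at 60.6 CPM and Yap1 at 43.0 CPM over the cells of Ctrl, and the counts do not separate plasmid from endogenous RNA. A copy number score was the spread of smoothed expression along the genome, relative to the mean of Ctrl epithelial cells. Its median was 0.00487 in epithelial cells of W05 and W08 and 0.00375 in those of Ctrl. As Ctrl was the reference, a lower score there is in part built in, so this difference does not show copy number changes.
For W05 the call ended without Ctrl replicate 2 (1.16), Ctrl replicate 3 (0.87) or W05 replicate 1 (1.00) and with only the groups Ctrl and W05 in the fit (1.10, edgeR adjusted p = 0.086). For W08 it began with the replicate block (0.98, edgeR adjusted p = 0.031), without W08 replicate 3 (1.07), without the pancreatic genes (0.99), a setting chosen after seeing the data, and without hepatocyte and unnamed clusters in the total (1.20).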

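T cells with markers of activation had their highest mean share in W05, in values that were not tested. Cells with a UMI of Pdcd1, the checkpoint receptor PD-1, made up 5.39 ± 2.37% of the T cells in Ctrl, 24.4 ± 8.90% in W05 and 9.25 ± 6.04% in W08 (mean ± SD, 3 mice each). Cells with Foxp3, the factor that sets regulatory T cells, were 1.57 ± 1.41%, 3.83 ± 0.967% and 1.94 ± 0.734% in the same order. Cells with Cd4 and no Cd8a or Cd8b1 were 21.0 ± 4.76%, 21.2 ± 6.52% and 20.0 ± 2.21%, and CD8 cells 36.5 ± 3.95%, 44.1 ± 4.85% and 37.0 ± 6.12%. These shares rest on 1049, 1805 and 1216 T cells with median depths of 5651, 4910 and 4180 UMIs. In B cells, which should lack these genes, Pdcd1 was seen in 0.0318%, 0.156% and 0% of the cells at median depths of 3304, 3243 and 2684 UMIs, and Cd4 in at most 0.127%. Within the T cells, cluster 12, with Pdcd1, Ctla4 and Tox among its leading genes, held 38.7%, 46.4% and 90.0% of the cells in W05 replicates 1, 2 and 3, 12.7 to 35.6% in the mice of Ctrl and 14.4 to 31.4% in those of W08. Replicate 3, the library with pancreatic RNA, gave 1032 of its 1309 cells of W05. In the clustering without pancreatic genes, a setting chosen after seeing the data, the like cluster held 56.5% of the T cells of W05. The other immune clusters were NK cells with Gzma and Prf1, conventional dendritic cells with Xcr1 and Cd209a, Kupffer cells with Clec4f, and monocytes with Chil3 or Ace.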

The immune cells comprised CD4 cells, CD8 cells, regulatory T cells (Tregs), NK cells, B cells, and myeloid cells, which included dendritic cells, TAM1 and TAM2 (Figures 1B–D). Next, we further analyzed epithelial cells, especially malignant cells, from the epithelial cell cluster. 

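Epithelial cells of W05 and W08 formed 3 sub-clusters, which differed in epithelial, proliferative and immune genes. The split took all epithelial cells, so a sub-cluster can hold normal bile duct cells beside malignant ones. Comparisons between sub-clusters can therefore also set normal duct against tumor cells. Sub-cluster 1 held 376 cells with a median of 8416 UMIs. Its leading genes were Itga6 and Lamc3, an integrin and a laminin of the basement membrane, and Mmp7, a matrix protease. Sub-cluster 2 held 118 cells with a median of 3532 UMIs, led by Wfdc18, Hp and Spink1, which encode secreted proteins, and by Cdk1, the mitotic kinase. Sub-cluster 3 held 21 cells with a median of 7631 UMIs, led by the immune genes Ccl5, Il1b and Tyrobp.
The sub-clusters were matched to Tum1, Tum2 and Tum3 by 15 markers of each from Supplementary Table S1, of which only the first part of each sheet was at hand. Sub-cluster 1 carried 15 of the 15 Tum1 markers as pooled folds, sub-cluster 2 carried 15 of the Tum2 markers and sub-cluster 3 carried 13 of the Tum3 markers. Within libraries, 4 of the Tum1 and 14 of the Tum2 markers were higher, and the pooled folds of Tum1 were added after these had been seen. As the study chose the markers on these samples, they name the sub-clusters and are no separate evidence for them.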

The malignant epithelial cells were clustered into three separate subsets (Tum1, Tum2, and Tum3) (Figure 2A). 

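Sub-cluster 2, matched to Tum2, held more of the epithelial cells of each mouse labelled W05 than of any mouse labelled W08. It made up 54.2% (95% binomial confidence interval 43.7 to 64.4%), 60.9% (49.9 to 71.2%) and 9.62% (4.71 to 17.0%) of the 96, 87 and 104 epithelial cells of the W05 mice. In the W08 mice it made up 0% of 52 cells (upper 95% limit 6.85%), 2.68% (0.556 to 7.63%) of 112 cells and 0% of 64 cells (upper 95% limit 5.6%). The mean was 41.6 ± 27.9% in W05 and 0.893 ± 1.55% in W08, a difference of −40.7 percentage points (exact two-sided permutation p = 0.1, the smallest that 3 mice against 3 can give). Among the cells in the top 25% of the copy number score the mice overlapped, with the lowest W05 mouse at 23.1% and the highest W08 mouse at 27.3% (difference of the means −45.6 percentage points, exact two-sided permutation p = 0.2). With the score per cell no sub-cluster matched Tum2.

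**Figure D2:**
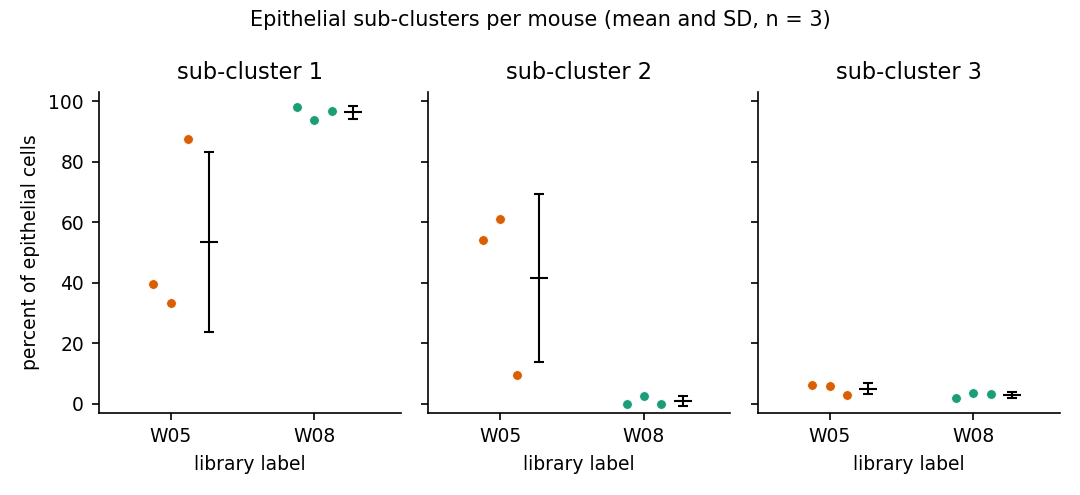
Share of the epithelial cells of each mouse in sub-clusters 1, 2 and 3, in percent, by library label W05 or W08. Points are mice and bars give the mean and SD of 3 mice; sub-cluster 2 lies at 9.62% or above in W05 and at 2.68% or below in W08.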

Notably, the proportion of the subset of Tum2 expanded in the late carcinoma of W08 (Figure 2B).

**FIGURE 1:**
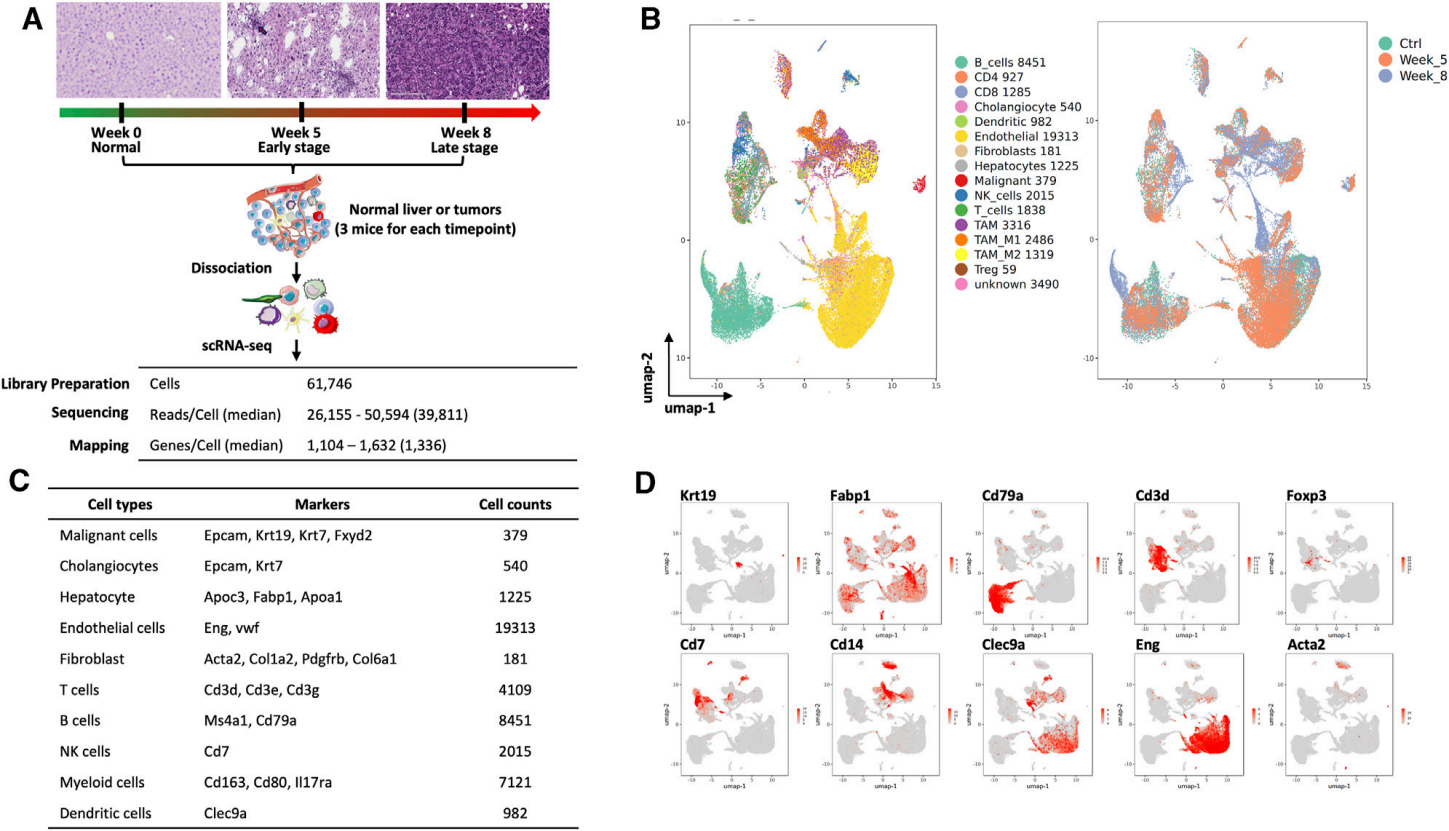
Single-cell analysis of liver and cholangiocarcinoma from YAP/AKT mice. **(A)** A schematic diagram highlighting the workflow including isolation and sequencing of single cells for this study. Single cells were prepared from the liver tissues/tumors of YAP/AKT CCA mice at control (baseline) and different tumor progression timepoints, including week 5 (W05) and week 8 (W08). The transcriptome of single cells was sequenced using the 10x Chromium system. **(B)** The UMAP plot of 47,806 single cells to visualize cell-type clusters based on the expression of known markers (left panel) and isolated cells at indicated tumor progression stages, including control, week 5, and week 8. **(C)** Cell counts and markers used to annotate the known cell types, including epithelial cells, hepatocytes, immune cells, endothelial cells, and fibroblasts, from the liver tissue/tumors from YAP/AKT CCA mice. **(D)** The individual gene UMAP plots showing the expression levels and distribution of representative markers of known cell types, which distinctly separates epithelial cells, hepatocytes, immune cells, endothelial cells, and fibroblasts from the liver tissue/tumors from YAP/AKT CCA mice.

**FIGURE 2:**
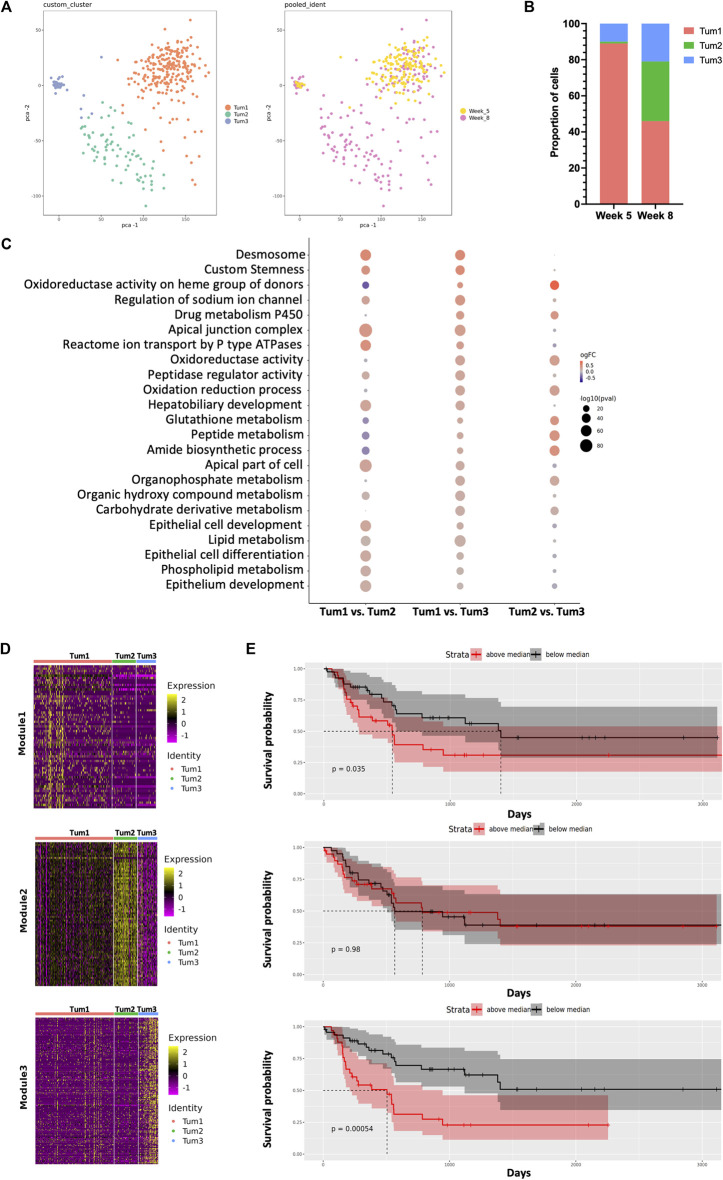
Dynamic intratumoral malignant cell heterogeneity in the CCA of YAP/AKT mice. **(A)** The PCA plot of 379 malignant epithelial cells from YAP/AKT mice colored by cluster (left panel) and timepoint (right panel). **(B)** The proportion of malignant cell subclusters in different timepoints of tumor progression. **(C)** Function enrichment analysis for differentially expressed genes between subclusters of malignant cells in **(A)**. **(D)** Heatmap of expression profile of signature genes in indicated modules identified by WGCNA (weighted gene co-expression network analysis). A summary list of genes associated with the corresponding WGCNA module is shown in Supplementary Table S2. **(E)** The corresponding Kaplan–Meier overall survival curves of patients were grouped by the gene signatures in WGCNA modules **(D)** based on the ICGC cohort.

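Sub-cluster 1, matched to Tum1, made up 53.5 ± 29.6% of the epithelial cells of W05 mice and 96.2 ± 2.23% of those of W08 mice (mean ± SD, 3 mice each). The single W05 mice stood at 39.6%, 33.3% and 87.5%, and the W08 mice at 98.1%, 93.8% and 96.9%. The difference was 42.8 percentage points (exact two-sided permutation p = 0.1). Sub-cluster 3, matched to Tum3, made up 4.96 ± 1.82% in W05 and 2.87 ± 0.853% in W08, a difference of −2.09 percentage points (exact two-sided permutation p = 0.3) that was 1.66 without W05 replicate 2. When epithelial cells were taken from a score per cell in place of a cluster, sub-cluster 1 held 422 cells, sub-cluster 2 held 16 cells led by Igfbp5 and Dcn, genes of fibroblasts, and sub-cluster 3 held 303 cells, 88.1% of them with a UMI of Ptprc. Among the cells in the top 25% of the copy number score, the 3 sub-clusters held 51, 77 and 1 cells.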

In terms of malignant cell composition, Tum1, Tum2, and Tum3 contained 89%, 1%, and 10% of W05 cells, respectively, and 46%, 33%, and 21% of W08 cells, respectively. 

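Sub-cluster 2 stood apart from sub-cluster 1 in its low mitochondrial RNA and its low Epcam. The median mitochondrial share was 4.77% in sub-cluster 1, 0.267% in sub-cluster 2 and 3.80% in sub-cluster 3. Epcam, the epithelial adhesion molecule, had a UMI in 91.2%, 24.6% and 61.9% of their cells, and Ptprc, the pan-leukocyte marker CD45, in 1.86%, 3.39% and 66.7%. Scrublet, which called almost no cell of W05 replicate 1, called 1.86%, 1.69% and 23.8% of the cells as doublets in the same order. Within mice, Epcam was lower in sub-cluster 2 than in sub-cluster 1, at 203 ± 55.5 CPM (3 mice) against 630.4 ± 93.2 CPM (6 mice; log2 fold change −1.69, SE 0.322, edgeR adjusted p = 5.37e-06). The first 2 principal components of the epithelial cells held 2.03% and 1.64% of the variance.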

The clusters were distinctively separate from each other, characterized by a unique transcriptional profile of cells. Functional enrichment analysis revealed that differentially expressed genes (Supplementary Figure S4, Supplementary Table S1) across the three subclusters corresponded to various important pathways. For instance, Tum1 cells were enriched with pathways associated with epithelial cell development and differentiation, ion transmembrane transport, peptidase regulator activity, and lipid metabolic processes. 

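Cell junction genes were higher in sub-cluster 1, matched to Tum1, than in sub-cluster 2. Cdh1, the adherens junction protein E-cadherin, stood at 33.8 ± 30.5 CPM in sub-cluster 2 (3 mice) against 420 ± 48.2 CPM in sub-cluster 1 (6 mice; log2 fold change −3.14, SE 0.406, edgeR adjusted p = 2.64e-12). Dsg2, a desmosomal cadherin, stood at 130 ± 39.3 against 1237 ± 304 CPM (log2 fold change −2.88, SE 0.338, edgeR adjusted p = 7.25e-15). Alcam, an adhesion molecule of the bile duct, stood at 60.4 ± 14.9 against 811 ± 97.3 CPM (log2 fold change −3.51, SE 0.374, edgeR adjusted p = 8.32e-18). Of 16 desmosome and apical junction genes, 14 were lower in sub-cluster 2 and 15 adjusted over the list alone (fry adjusted p = 0.00574; camera adjusted p = 1.87e-07, and adjusted p = 0.322 with an estimated correlation). Between sub-clusters 2 and 1, 2120 of 6193 genes differed (901 higher in sub-cluster 2, 1219 lower), genes used for the clustering included. The folds are within the mice that hold both sub-clusters, 3 mice labelled W05 for sub-cluster 2 and 2 for sub-cluster 3, where 146 genes differed (88 higher, 58 lower).
The fry call of the junction genes ended without W05 replicate 1 (adjusted p = 0.30), without W05 replicate 3 (0.12), in the top 25% of the copy number score (0.15) and without genes differing between W05 and W08 (0.11). The 2120 genes became 245 without W05 replicate 1, 838 without W05 replicate 2, 664 in the top 25% of the copy number score and 3265 without the upper limits, and the 146 became 506 without W05 replicate 2, 76 by DESeq2, 3575 with the score per cell and 725 without the upper limits.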

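Some glutathione metabolism genes were higher in sub-cluster 2, matched to Tum2, than in sub-cluster 1 of the same mice, while the list did not pass the test for a common direction. Gpx1, a glutathione peroxidase that removes hydrogen peroxide, stood at 1387 ± 403 CPM (3 mice) against 381 ± 80.1 CPM (6 mice; log2 fold change 1.69, SE 0.288, edgeR adjusted p = 2.33e-07). Gpx4, which reduces lipid peroxides, stood at 1402 ± 582 against 562 ± 108 CPM (log2 fold change 1.10, SE 0.286, edgeR adjusted p = 0.00107), and its call ended without W05 replicate 1 (1.02). Of 15 genes of the list, 8 were higher and none lower, and 10 were higher adjusted over the list alone. The list differed from the other genes with a preset correlation (camera adjusted p = 0.000163), but not with an estimated one (adjusted p = 0.492 with an estimated correlation), and its genes did not pass as moving one way on balance (fry adjusted p = 0.0658). The fry test passed without the mouse as a block (0.0059) and without the upper limits (0.046), and a GSVA score of the list was higher by 0.80 (limma adjusted p = 0.00966). In sub-cluster 3, matched to Tum3, 13 measured phospholipid metabolism genes gave no common direction against sub-cluster 1 (fry adjusted p = 0.140). The mitochondrial share of sub-cluster 2 was low, with a median of 0.267% of its UMIs.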

Tum2 cells were enriched with pathways concerning the metabolic processing of glutathione, peptide, and amide and oxidation reduction process, whereas Tum3 cells were enriched with pathways associated with the phospholipid metabolism (Figure 2C).

To gain a more detailed view of the changes in gene expression patterns among the subset of malignant cells, we performed weighted gene correlation network analysis (WCGNA) (Langfelder and Horvath, 2008) on the malignant cell clusters. We identified panels of specific signatures correlating with the subsets of malignant cells during CCA progression. The expression of the genes in module 1 gradually decreased from left to right, whereas the expression of genes in module 3 increased from left to right (Figure 2D, Supplementary Table S2). 

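Modules 1 and 3 of the paper did not pass the test for a common direction in the sub-clusters. Of 35 measured genes of module 1, 13 were lower in sub-cluster 2 and none higher, also adjusted over the list alone (mean log2 difference −1.12 ± 0.896 over 3 mice, fry adjusted p = 0.0587). Set against the other genes, module 1 stood lower with a preset correlation (camera adjusted p = 0.0192), but not with an estimated one (adjusted p = 0.492 with an estimated correlation). In sub-cluster 3, 4 of the 35 genes were lower (mean log2 difference −0.85 ± 0.0493 over 2 mice, fry adjusted p = 0.232). Of 105 genes of module 3, 9 were higher in sub-cluster 3 and none lower, and 14 were higher and 7 lower adjusted over the list alone. Its median log2 fold change was −0.30 and its mean log2 difference −0.29 ± 0.220, while fry (adjusted p = 0.778) and camera (adjusted p = 0.190) gave the direction as up. The mean was 2.31 without W05 replicate 2, 0.40 with the score per cell (fry adjusted p = 0.023; sub-cluster 3 of that setting has 303 cells, 88.1% with Ptprc) and 0.05 without the upper limits, and the GSVA difference was 0.10 (limma adjusted p = 0.722). The study drew the modules from these samples, so their direction here is no independent evidence.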

There was a significant relationship between the gene matrix of these two modules and the clinical outcome of CCA patients (ICGC cohort). Notably, patients with either of two of these highly expressed gene signatures (modules 1 and 3) showed worse prognosis, suggesting potential predictive values of these gene signatures (Figure 2E). Among these genes, we identified several factors that were related to tumor progression and were found to be consistent with previously reported, for example, CAT (Loilome et al., 2012), ATP1B1 (Singhi et al., 2020), CCND1 (Zhao et al., 2008), and CXCL12 (Miyata et al., 2019) (Supplementary Figure S5). 

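Among the hub genes, Atp1b1, a subunit of the sodium and potassium pump, was lower in both other sub-clusters than in sub-cluster 1. It stood at 194 ± 53.6 CPM in sub-cluster 2 (3 mice) and 479 ± 355 CPM in sub-cluster 3 (2 mice) against 1299 ± 265 CPM in sub-cluster 1 (6 mice). The log2 fold changes were −2.64 (SE 0.322, edgeR adjusted p = 8.95e-14) and −1.37 (SE 0.384, edgeR adjusted p = 0.0211), and the latter did not pass with DESeq2 (adjusted p = 0.285). Cat, the peroxisomal catalase, stood at 249 ± 12.1 CPM in sub-cluster 2 against 284 ± 55.7 CPM (log2 fold change −0.29, SE 0.314, edgeR adjusted p = 0.492), and with Ward clustering its fold change was −0.90 (edgeR adjusted p = 0.044). Cxcl12, a chemokine of stromal cells, stood at 69.8 ± 53.1 CPM against 29.1 ± 17.9 CPM (log2 fold change 0.33, SE 0.529, edgeR adjusted p = 0.650; −0.017 without W05 replicate 3, −0.040 without W08 replicate 3, −0.11 without genes differing between W05 and W08, and a call at 1.47 without the upper limits).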

By utilizing the l2p R package, we can map genes in the individual module to key functional pathways, notably cellular differentiation and development in module 1, whereas genes in the Tum3 module play pivotal roles in VEGF-mediated vascular endothelial growth, which is evidenced by the presence of genes such as FLT1, FLT4, KDR, NOTCH1, NRP2, NRP1, and ENG. 

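Vegfa, the ligand that drives vessel growth, was lower in sub-cluster 2, at 7.39 ± 8.14 CPM (3 mice) against 116 ± 18.8 CPM in sub-cluster 1 (6 mice; log2 fold change −3.61, SE 0.609, edgeR adjusted p = 1.67e-07). Flt1, Kdr and Nrp1, receptors and co-receptor of VEGF, were listed at 0 CPM in both mice of sub-cluster 3, in sums of 6 and 5 cells. In sub-cluster 1, Kdr stood at 104 ± 161 CPM, Eng, an endoglin of endothelial cells, at 58.7 ± 94.3 CPM and Nrp1 at 58.1 ± 48.7 CPM, so the spread between mice exceeded the mean for Kdr and Eng. Notch1, a receptor of cell fate decisions, had a log2 fold change of 0.15 in sub-cluster 3 against sub-cluster 1 (SE 0.749, edgeR adjusted p = 0.987; −0.42 with the score per cell, and calls at 2.20 without W05 replicate 2 and 0.72 without the upper limits).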

Genes within the Tum2 module are predominantly ribosomal in nature and align closely with pathways associated with protein translation.

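Of 78 measured genes of the paper's module 2, most of them ribosomal, 74 were higher and 1 lower in sub-cluster 2 than in sub-cluster 1, and 76 were higher and 1 lower adjusted over the list alone (mean log2 difference 0.96 ± 0.482 over 3 mice). Rpl41, a protein of the large ribosomal subunit, stood at 6992 ± 1404 CPM (3 mice) against 2285 ± 193 CPM (6 mice; log2 fold change 1.51, SE 0.301, edgeR adjusted p = 1.46e-05). Rplp1, a protein of the ribosomal stalk, stood at 6153 ± 1853 against 2680 ± 118 CPM (log2 fold change 1.18, SE 0.301, edgeR adjusted p = 0.00087). The calls of both ended without W05 replicate 1 (1.20 and 0.83), and that of Rplp1 in the top 25% of the copy number score (0.96). The module stood above the other genes with a preset correlation (camera adjusted p = 4.32e-25; adjusted p = 0.492 with an estimated correlation), and its GSVA score was higher by 1.30 (limma adjusted p = 0.00363). The fry test over the module did not pass (adjusted p = 0.0587), but passed without the mouse as a block, without the upper limits and without W05 replicate 2 (mean 0.76). In sub-cluster 3 the mean log2 difference of the module was 0.44 ± 0.401 over 2 mice (fry adjusted p = 0.410; camera adjusted p = 4e-12, and adjusted p = 0.464 with an estimated correlation). It was −0.19 without the upper limits and −0.065 without W05 replicate 2, and its GSVA score was higher by 0.89 (limma adjusted p = 0.0404). The study drew this module from these samples. Sub-cluster 2 also had the lowest median UMIs and the lowest mitochondrial share of the sub-clusters.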

### 3.2 Single-cell transcriptome characterizes stemness and heterogeneity of CSCs in YAP/AKT mouse CCA

Next, we focused on the dynamic changes that occurred within malignant cells during the progression of CCA. To this end, we performed pseudotime analysis on malignant cells obtained from weeks 5 and 8 (Figure 3A). The genes used to construct the pseudotime trajectory are listed in Supplementary Table S3. There is a correlation between cluster membership and pseudotime state, with most cells from Tum1 being positioned at the start of the trajectory, whereas cells from Tum3 were positioned at the end of the trajectory. Moreover, cells from Tum2 were located between the start and end points of the trajectory plot (Figure 3A), suggesting that these cells were an intermediary population of malignant cells during CCA progression. 

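Sox9, a transcription factor of bile duct cells and progenitors, was lower in sub-cluster 2 than in sub-cluster 1 of the same mice. It stood at 206 ± 29.5 CPM in sub-cluster 2 (3 mice) and 555 ± 95.8 CPM in sub-cluster 1 (6 mice; log2 fold change −1.59, SE 0.319, edgeR adjusted p = 1.66e-05). Without W05 replicate 1 the fold change was −1.23 and the call ended (edgeR adjusted p = 0.14). In sub-cluster 3 it stood at 311 ± 118 CPM (2 mice; log2 fold change −0.92, SE 0.401, edgeR adjusted p = 0.314), and without the upper limits the fold change was 0.28. Summed over all cells of sub-cluster 1, Sox9 was at 643 CPM in mice labelled W05 and 446 CPM in mice labelled W08, and normal epithelial cells of Ctrl were at 663 CPM.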

The expression of Sox9, which is one of the critical TFs that control the fate of CSCs, also decreases toward the later pseudotime states (Figure 3B). These results suggest a transition in malignant cell differentiation over time, as indicated by the trend where more W08 cells were found in Tum2 and Tum3 than in Tum1 (Figure 2B).

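Cells labelled W08 lay mostly in sub-cluster 1. This sub-cluster held 158 cells of W05 and 218 of W08, sub-cluster 2 held 115 and 3, and sub-cluster 3 held 14 and 7. Within sub-cluster 1, Prom1, which encodes the stem cell surface protein CD133, was at 190.0 CPM in W05 and 188 CPM in W08 over all cells, and Epcam at 657 and 573 CPM. No pseudotime was computed here. From the trajectory and the composition by week, the paper proposes a transition in the differentiation of malignant cells over time.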

**FIGURE 3:**
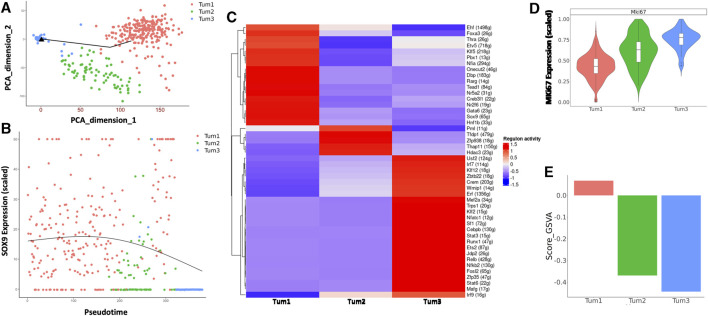
Characterization of the CSC cluster in CCA malignant cells of YAP/AKT mice. **(A)** Pseudotime trajectory analysis of the three subclusters of malignant cells annotated by subclusters of malignant cells. **(B)** The trend of Sox9 expression along the pseudotime trajectory of the three subclusters of malignant cells. **(C)** A heatmap of regulon scores from the SCENIC (single-cell regulatory network inference and clustering) analysis. Rows, individual regulons. Columns, cells organized according to re-clustering of malignant cells. **(D)** Violin-plot showing the relative MKi67 expression between subclusters of malignant cells. **(E)** Bar-plot showing the average GSVA stemness score for each malignant cell cluster.

We used SCENIC (Yamamoto et al., 2017) to investigate the expression of transcriptional regulons across the different malignant cell subclusters. 

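Transcription factors that the paper names for Tum1 were lower in sub-cluster 2 than in sub-cluster 1. Klf5, a regulator of epithelial growth, stood at 16.8 ± 9.30 CPM (3 mice) against 64.2 ± 18.9 CPM (6 mice; log2 fold change −1.94, SE 0.644, edgeR adjusted p = 0.0118). Tead1, the DNA-binding partner of YAP, stood at 65.9 ± 43.1 against 121 ± 22.5 CPM (log2 fold change −1.26, SE 0.426, edgeR adjusted p = 0.0133), and Gata6, a factor of endodermal differentiation, at 105 ± 28.8 against 188 ± 33.0 CPM (log2 fold change −1.05, SE 0.363, edgeR adjusted p = 0.0154). With Sox9, 4 of the 4 measured factors were lower, also adjusted over the list alone (mean log2 difference −1.31 ± 0.313; fry adjusted p = 0.0441; camera adjusted p = 0.0313, and adjusted p = 0.492 with an estimated correlation). Cebpb, a factor of inflammatory responses and named for Tum3, was higher in sub-cluster 3, at 436 ± 348 CPM (2 mice) against 37.4 ± 22.5 CPM (log2 fold change 2.69, SE 0.458, edgeR adjusted p = 1.16e-06). Ptprc, the pan-leukocyte marker, was seen in 66.7% of the cells of sub-cluster 3 and 1.86% of those of sub-cluster 1, and Scrublet called 23.8% of the former, so RNA of leukocytes or doublets is not separated from this change. Of the other factors named for Tum3, Stat3, Nfkb2 and Irf9 had log2 fold changes of −0.55, 0.03 and 0.37 there (edgeR adjusted p = 0.871, 1.0 and 0.933). With the score per cell, whose sub-cluster 3 has 303 cells, 88.1% with Ptprc, Stat3 (1.47) and Nfkb2 (1.66) passed, and Stat3 was 0.99 without W05 replicate 2 and 0.68 without the upper limits; Nfkb2 was −0.092 without the mouse as a block and Irf9 −0.26 without the upper limits. The study chose these factors on these samples. Values of Klf12, also named for Tum3, and of Pml and Hdac3, named for Tum2, are left out here.
Without W05 replicate 1 the fold changes of Tead1 and Gata6 were −0.80 and −0.63 (edgeR adjusted p = 0.44 and 0.52) and that of Klf5 was −2.43 (0.073), and without W05 replicate 2 that of Klf5 was −2.12 (0.15). The fry call of the 4 factors ended without W05 replicate 1 (adjusted p = 0.34), W05 replicate 3 (0.12) or W08 replicate 1 (0.11), with 10 principal components (0.085), without Scrublet doublets (0.12), in the top 25% of the copy number score (0.17) and without genes differing between W05 and W08 (0.060).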

Among transcriptional regulators, we found a significant number of high-confidence regulons that were distinctively expressed across all three subclusters, such as Foxa3, Klf5, Tead1, Gata6, Sox9 in Tum1; Pml and Hdac3 in Tum2; and Klf12, Cebpb, Stat3, Nfkb2, and Irf9 in Tum3. These distinct regulon sets suggest a potential role in determining malignant cell heterogeneity (Figure 3C). Furthermore, the proliferation activity was different across the three malignant cell subclusters, with Tum1 having the lowest MKi67 expression and Tum3 having the highest Mki67 expression (Figure 3D). 

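Mki67, the proliferation antigen, was detected in few epithelial cells of any sub-cluster. A UMI of Mki67 was found in 1.06% of the cells of sub-cluster 1 (95% binomial confidence interval 0.291 to 2.70%), 5.93% of sub-cluster 2 (2.42 to 11.8%) and 14.3% of sub-cluster 3 (3.05 to 36.3%). Median depths were 8416, 3532 and 7631 UMIs, and 0.867% of a sample of B cells with a median of 2988 UMIs carried one. With every cell thinned to 1500 UMIs, the shares were 0.560%, 1.16% and 5% against 0.221% in B cells, with 19, 32 and 1 shallower cells and 145 B cells left out. Within mice, the log2 fold change against sub-cluster 1 was 0.53 in sub-cluster 2 (SE 1.13, edgeR adjusted p = 0.732) and 1.01 in sub-cluster 3 (SE 1.53, edgeR adjusted p = 0.901). Mean levels were 15.5 ± 15.2 CPM in sub-cluster 2 (3 mice) and 7.23 ± 15.0 CPM in sub-cluster 1 (6 mice). For sub-cluster 3 the fold change passed with the score per cell (3.32, edgeR adjusted p = 8.8e-05; sub-cluster 3 of that setting has 303 cells, 88.1% with Ptprc) and without the upper limits (2.21, edgeR adjusted p = 0.0024). From its own values the paper states that Mki67 is lowest in Tum1 and highest in Tum3.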

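Of the cancer stem cell genes, Prom1 and Sox9 were among those lower in sub-cluster 2 than in sub-cluster 1, and several others gave no call. For sub-cluster 3 the call of Prom1 (log2 fold change −2.96, edgeR adjusted p = 0.0226) ended without W05 replicate 2 (−0.61, adjusted p = 0.27) and by DESeq2 (−3.19, adjusted p = 0.38). Cd24a, a surface glycoprotein of progenitor cells, stood at 522 ± 110.2 CPM in sub-cluster 2 (3 mice) and 510.1 ± 91.6 CPM in sub-cluster 1 (6 mice). Its log2 fold change was −0.06 (SE 0.294, edgeR adjusted p = 0.878), and it was 0.08 without the mouse as a block and 0.15 in the top 25% of the copy number score. Cd44, the hyaluronan receptor, was higher in sub-cluster 3, at 234 ± 81.3 CPM (2 mice) against 26.3 ± 31.3 CPM in sub-cluster 1 (log2 fold change 2.05, SE 0.535, edgeR adjusted p = 0.00911; 2.34 with an adjusted p of 0.50 by DESeq2). Sub-cluster 3 also had Ptprc, the pan-leukocyte marker, in 66.7% of its cells, against 1.86% in sub-cluster 1, and Scrublet called 23.8% of them, so leukocyte RNA is not separated from Cd44. Aldh3a2, an aldehyde dehydrogenase, gave no call in sub-cluster 2 (log2 fold change 0.90, SE 0.413, edgeR adjusted p = 0.0763), and it passed without the mouse as a block (1.00, edgeR adjusted p = 0.0045) and without the upper limits (1.05, edgeR adjusted p = 0.013).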

We used a list of previously published CSC-related genes (Supplementary Table S4), such as Sox9, Aldh3a2, Cd24a, Prom1, and Cd44a, as a spike-in for GSVA. We calculated the enrichment score of cancer stemness in each malignant cell cluster using the GSVA and found a significantly higher stemness signature in Tum1 than in the other clusters (Figure 3E, Supplementary Figure S6A), indicating that Tum1 is a group of malignant cells with stem-like features.

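Of 13 measured genes of the stemness list, 6 were lower in sub-cluster 2 than in sub-cluster 1, matched to Tum1, and none higher, also adjusted over the list alone (mean log2 difference −1.13 ± 0.524 over 3 mice). The test for a common direction did not pass (fry adjusted p = 0.0673). Set against the other genes the list stood lower with a preset correlation (camera adjusted p = 0.0227; adjusted p = 0.492 with an estimated correlation). In sub-cluster 3, 1 gene was higher and 2 were lower, and 2 were higher and 2 lower adjusted over the list alone (mean log2 difference −0.73 ± 0.725 over 2 mice, fry adjusted p = 0.399). GSVA scores of the list were 0.140 ± 0.320 in sub-cluster 1, −0.104 ± 0.280 in sub-cluster 2 and −0.0289 ± 0.205 in sub-cluster 3. The difference from sub-cluster 1 was −0.48 for sub-cluster 2 (limma adjusted p = 0.0975) and −0.33 for sub-cluster 3 (limma adjusted p = 0.310). Summed over its cells, sub-cluster 1 had Akt1 and Yap1 at 72.4 and 48.5 CPM in W08 and 185 and 84.5 CPM in W05. Normal epithelial cells of Ctrl had 60.6 and 43.0 CPM, and sub-cluster 2 of W05 had 771 and 351 CPM. The contrast may therefore in part set normal bile duct cells against malignant cells, rather than malignant subsets against each other. It lies within W05 mice, where Akt1 in sub-cluster 1 stood at 230, 426 and 62.5 CPM in replicates 1, 2 and 3. Only in replicate 3 was this near the normal level, so the limit applies most to that mouse.
The fry test for sub-cluster 2 passed without the mouse as a block (adjusted p = 0.0059), without the upper limits (mean −1.27, adjusted p = 0.013) and without W05 replicate 2 (mean −1.22), and for sub-cluster 3 it passed with the score per cell (mean −1.33; sub-cluster 3 of that setting has 303 cells, 88.1% with Ptprc). From the higher stemness score of Tum1, the paper concludes that Tum1 holds malignant cells with features of stem cells.

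**Figure D3:**
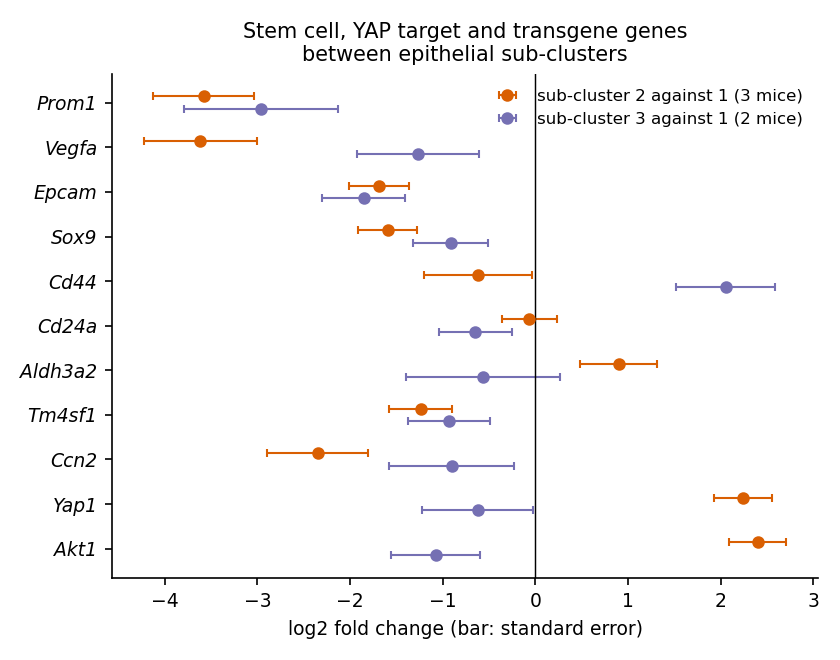
Log2 fold changes of stem cell, YAP target and transgene genes in sub-clusters 2 (3 mice) and 3 (2 mice) against sub-cluster 1, with standard errors as bars. Prom1, Vegfa, Epcam and Sox9 lie below 0 in both, and Akt1 and Yap1 lie above 0 in sub-cluster 2 and below 0 in sub-cluster 3.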

CCA heterogeneity has been well illuminated (Ho et al., 2019; Ma et al., 2019), but the heterogeneity of CCA CSCs remains unclear. To reveal the heterogeneity of CSCs, stem-like cell cluster Tum1 was re-clustered into three subclusters, indicating the heterogeneity of CSCs (Supplementary Figure S6B). We explored the potential regulation mechanism with SCENIC, which showed distinguished transcriptional regulons of these three subclusters of CSCs, suggesting that these regulons may be drivers of the heterogeneity of CSCs (Supplementary Figure S6C).

In summary, our data revealed both the similarities and dissimilarities in gene expression patterns among different malignant cell clusters. We also defined the Tum1 cell population with the features associated with CSCs of CCA, including characteristics of relative quiescence and a high stemness score with specific TF expression patterns. Nevertheless, our data suggest heterogeneity of the CSC population.

### 3.3 Tm4sf1+ malignant cells are highly tumorigenic cells during CCA development

As stated earlier, cluster Tum1 was a group of malignant cells with stem-like features. 

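Tm4sf1, a membrane protein of the tetraspanin-like L6 family, was lower in sub-cluster 2 than in sub-cluster 1. It stood at 148 ± 135 CPM in sub-cluster 2 (3 mice) and 374 ± 85.1 CPM in sub-cluster 1 (6 mice; log2 fold change −1.24, SE 0.339, edgeR adjusted p = 0.00199). In sub-cluster 3 the log2 fold change was −0.93 (edgeR adjusted p = 0.376). With every cell thinned to 1500 UMIs, a UMI of Tm4sf1 was found in 31.9% (95% binomial confidence interval 27.1 to 37.0%) of the cells of sub-cluster 1, 10.5% (4.90 to 18.9%) of sub-cluster 2, 5% (0.127 to 24.9%) of sub-cluster 3 and 1.11% of B cells. Unthinned, these shares were 55.6%, 22.03%, 57.1% and 2.27% at median depths of 8416, 3532, 7631 and 2988 UMIs, and thinning left out 19, 32, 1 and 145 shallower cells. The call for sub-cluster 2 ended without W05 replicate 3 (−0.73, edgeR adjusted p = 0.064), without the mouse as a block (−1.03, 0.068), by DESeq2 (−2.43, 0.25), with Ward clustering (−0.74, 0.10) and in the top 25% of the copy number score (−0.80, 0.11). The fold change of sub-cluster 3 passed without W05 replicate 2 (−0.995, edgeR adjusted p = 0.041), without the upper limits (−1.69, 7.8e-09) and with the score per cell (−5.30; sub-cluster 3 of that setting has 303 cells, 88.1% with Ptprc).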

Among the differentially expressed genes between Tum1 and Tum2/3, Tm4sf1 is a cell membrane protein that was recently considered as a new marker of CSCs in breast cancer, lung cancer, and melanoma (Hong et al., 2022), and is expressed relatively higher in Tum1 (Figure 4A, Supplementary Table S1). Using the other two publicly available scRNA-seq datasets, including one mouse sample from the YAP/AKT CCA mouse model and the other mouse from the KRAS/p19 CCA model, we found similar three clusters, with one of them having the highest stemness score and a relatively higher expression of Tm4sf1 (Supplementary Figure S7). Correspondingly, we found that the expression of the TM4SF1 gene is positively correlated with well-known CSC markers PROM1 and SOX9 based on bulk RNA sequence data from the TCGA human CCA cohort (Figure 4B). Interestingly, patients with a high expression of TM4SF1 in liver tumor samples had worse overall survival (Figure 4C). In addition, scRNA-seq analysis of human iCCA samples confirmed this positive correlation of TM4SF1 expression with stemness scores assigned by the CytoTRACE (Becht et al., 2018; Affo et al., 2021) (Cellular (Cyto) Trajectory Reconstruction Analysis using gene Counts and Expression) score (Figure 4D). These findings demonstrate the strong correlation among TM4SF1 expression, cancer stemness, and clinical outcome. Moreover, TM4SF1 expression levels and positivity were different between two human CCA cell lines (Supplementary Figure S8A). Importantly, CSC markers CD24, PROM1, and SOX9 were much higher in TM4SF1^high^ cells of CCA cell lines, including HuCC-T1 and SNU1079 cells, than in TM4SF1^low^ cells (Supplementary Figure S8B). TM4SF1^high^ CCA cells formed more tumor spheroids than TM4SF1^low^ cells (Figure 4E). Nevertheless, the serial limiting dilution transplantation assay showed that TM4SF1^high^ generated significantly more tumors in nude mice (Figure 4F) and had a shorter latency period than TM4SF1^low^ cells. Taken together, the abovementioned data suggest that TM4SF1 could be a new cell membrane marker of CSCs of CCA. These analyses underline the clinical significance of TM4SF1^high^ cells for CCA, indicating that TM4SF1^high^ cells may play a critical role in CCA tumorigenesis.

**FIGURE 4:**
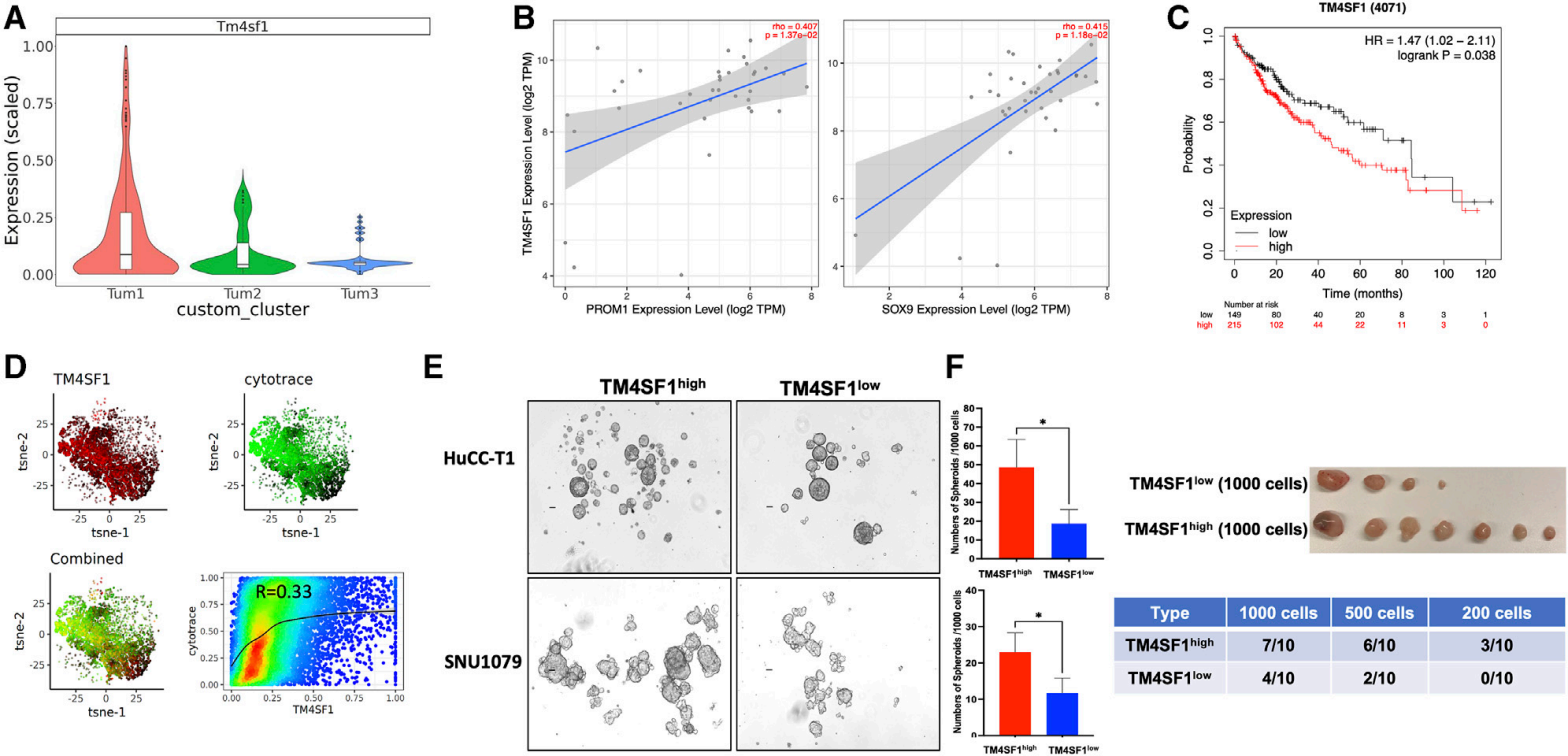
TM4SF1 is a potential marker for the CSC cluster in CCA malignant cells. **(A)** Bar-plot showing the relative Tm4sf1 expression level between subclusters of malignant cells. **(B)** Association of TM4SF1 expression with the expression of CSC markers PROM1 (left panel) and SOX9 (right panel) in the CCA cohort. Scatterplots were generated using the Tumor IMmune Estimation Resource (TIMER) web tool (https://cistrome.shinyapps.io/timer/) to identify the expressions of PROM1 and SOX9 that are associated with TM4SF1 expression in the CCA cohort of the TCGA database. **(C)** Kaplan–Meier survival curves of the overall survival of the liver cancer cohort from the Human Protein Atlas datasets for TM4SF1 gene expression stratified by high (red) or low (green) expression levels. **(D)** tSNE showed TM4SF1 expression of human iCCA scRNA-seq data (GSE138709) and correlation with CytoTRACE score (R = 0.33). **(E)** Representative images of spheroids from HuCC-T1 and SNU1079 CCA cell lines. The bar graph shows the spheroid-forming capacity of TM4SF1+ cells determined by tumor spheroid assays (1,000 cells/well). *p < 0.05. The cell suspension was cultured in DMEM/F12 medium supplemented with 1X B27 supplement, hrEGF (20 ng/mL), and bFGF (10 ng/mL) for 7 days. The number of spheroids was counted. **(F)** Tumor-initiating capacity test from TM4SF1high HuCC-T1 cells. The upper panel shows tumor image from 1 × 10^3^ TM4SF1^high^ and TM4SF1^low^ cells. The lower table shows the tumor formation numbers from three different diluted cell numbers.

### 3.4 Dynamic changes of stromal cells and interaction in high/low stemness malignant cells during tumor progression

To explore the dynamic changes of the stromal cells during tumor progression, we first evaluate the dynamic changes of stromal cells that occurred during tumor progression in YAP/AKT CCA mice. 

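Stromal cells fell into endothelial, lymphoid, myeloid and mesenchymal clusters, some of which followed a single library. Sinusoidal endothelial cells of cluster 1, led by Stab2, Clec4g and Mrc1, made up 30.1%, 38.3% and 7.12% of the endothelial cells in W05 replicates 1, 2 and 3, and 71.2 to 80.8% in the mice of W08. In W05 replicate 3, the library with pancreatic RNA, 78.3% of these cells lay in cluster 14, also led by Stab2. Without the pancreatic genes, a setting chosen after seeing the data, the cluster with Stab2 and Clec4g held 34.0% of W05 and 63.8% of W08. Arterial cells with Gja5 and venous cells with Vwf and Rspo3 formed clusters of 1209 and 664 cells. Among B cells, those with Ccr7 and Fcer2a and those with Vpreb3 and the light chain genes Iglc1 and Iglc2 formed clusters 2 and 4, and 91.8% of the B cells of W05 replicate 3 lay in cluster 16, which holds no other library. Without the pancreatic genes, the like clusters held 47.2% and 44.6% of the B cells of Ctrl, 63.5% and 30.0% of W05 and 47.5% and 36.3% of W08. Naive T cells of cluster 6, with Lef1 and Tcf7, made up 47.1%, 36.1% and 7.24% of the T cells in W05 replicates 1, 2 and 3, and 47.0 to 58.4% in the mice of Ctrl; without the pancreatic genes the like cluster held 35.5% of W05, 51.4% of Ctrl and 56.7% of W08. Fibroblasts and stellate cells, with Dcn, Col3a1 and Acta2, formed 1 cluster with 20 cells of Ctrl, 94 of W05 and 26 of W08.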

By re-clustering the stromal cells, we obtained 10 cell clusters (Figure 1B and Figure 5A), which comprised T cells, B cells, myeloid cells, fibroblasts, and endothelial cells. There was a dynamic change in the proportion of stromal cell populations as the tumor progressed (Figure 5B). 

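On average, macrophages and fibroblasts were more frequent in the livers labelled W05 than in normal livers, and endothelial cells less frequent. Fibroblasts made up 0.146 ± 0.0766% of the cells in Ctrl, 0.507 ± 0.0324% in W05 and 0.170 ± 0.0847% in W08 (mean ± SD, 3 mice each). Their share rose in W05 (log2 fold change 1.77, SE 0.505, edgeR adjusted p = 0.0124) and was lower in W08 than in W05 (log2 fold change −1.57, edgeR adjusted p = 0.0140). Endothelial cells were 22.3 ± 5.52% of the cells in W05 and 39.7 ± 2.47% in W08 (log2 fold change of W05 against Ctrl −0.83, SE 0.276, edgeR adjusted p = 0.0221; of W08 against W05 0.83, edgeR adjusted p = 0.0185). Neutrophils rose to 3.80 ± 0.886% in W05 (log2 fold change 1.40, SE 0.321, edgeR adjusted p = 0.00603) and were 1.22 ± 0.429% in W08; against Ctrl-W05 the difference for W05 was −0.71 (edgeR adjusted p = 0.0771), the other direction without a call. Conventional dendritic cells were 2.43 ± 1.02% in Ctrl, 4.19 ± 0.343% in W05 and 1.32 ± 0.409% in W08 (W08 against W05 log2 fold change −1.67, edgeR adjusted p = 0.00102).
Without Ctrl replicate 2 or W05 replicate 1, the calls of W05 against Ctrl ended for fibroblasts (1.41 and 1.78) and endothelial cells (−0.67 and −0.64), and those of W08 against W05 ended for endothelial cells without W05 replicate 1 (0.64) and for fibroblasts without W08 replicate 2 (−1.38). The endothelial calls also ended with TMM scaling, with only the groups compared in the fit and at a Leiden resolution of 0.5, and against Ctrl-W05 the endothelial share of W05 was 0.43 (edgeR adjusted p = 0.170).

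**Figure D4:**
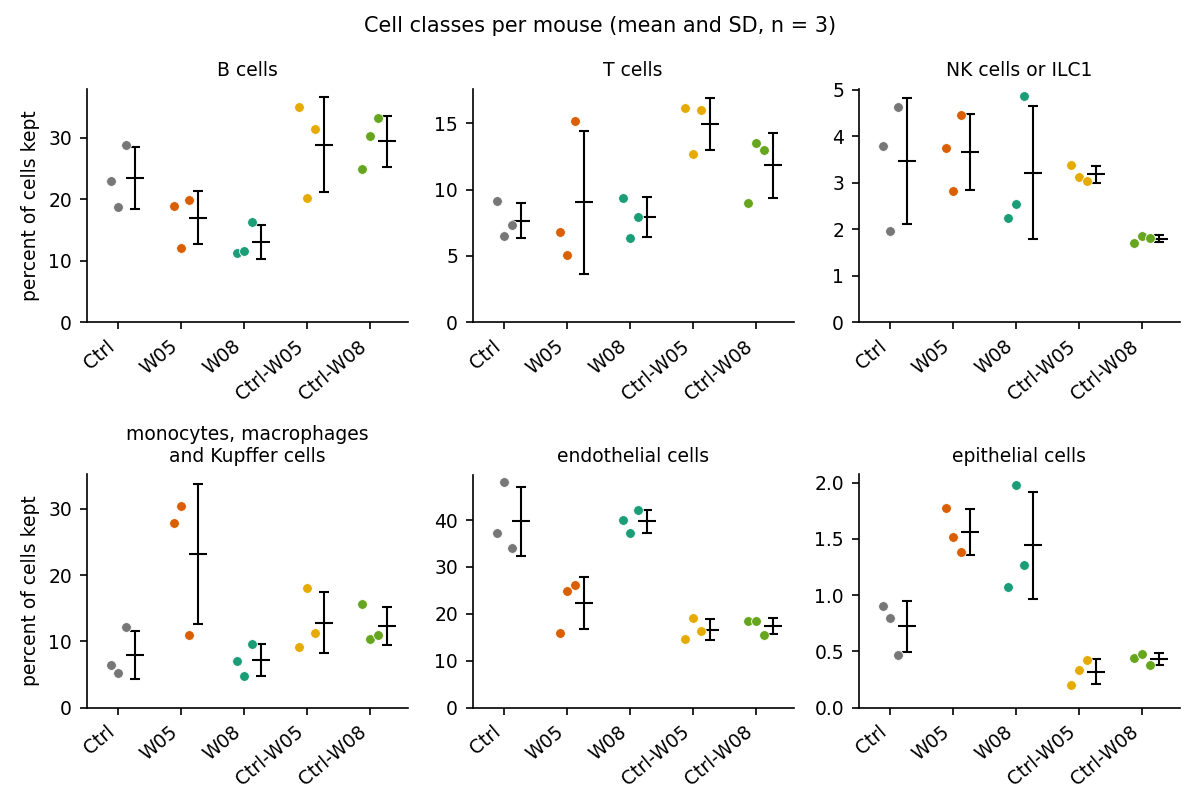
Share of the kept cells of each mouse in 6 cell classes, in percent, for each of the 5 groups. Points are mice and bars give the mean and SD of 3 mice; the mice of W05 lie at 11.0 to 30.5% for monocytes, macrophages and Kupffer cells.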

Among immune cells, the proportion of B cells decreased at W05 but remained constant by W08, which may reflect a response to plasmid exposure rather than changes due to tumor progression. 

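B cells, the antibody-forming lymphocytes, were fewer in the livers with both plasmids, although the difference did not pass the test against normal livers. They made up 23.5 ± 5.08% of the cells in Ctrl, 17.0 ± 4.32% in W05 and 13.0 ± 2.84% in W08 (mean ± SD, 3 mice each). The log2 fold change against Ctrl was −0.47 for W05 (SE 0.312, edgeR adjusted p = 0.268) and −0.85 for W08 (SE 0.314, edgeR adjusted p = 0.0533). Between W08 and W05 it was −0.38 (edgeR adjusted p = 0.413). The difference for W08 passed with the replicate block (−0.84, edgeR adjusted p = 0.031), without Ctrl replicate 2 (−0.99), without W08 replicate 3 (−1.04) and without the pancreatic genes (−0.85), the last chosen after seeing the data. Cluster 16, which held 42.9% of the B cells of W05, came from replicate 3 alone. For the lower share at week 5 the paper proposes a response to the plasmids as a reason.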

The proportion of pro-tumoral TAM2 gradually increased with tumor progression, whereas the proportion of antitumoral TAM1 remained at similar levels from W0 to W05 but dramatically increased by W08 (Figure 5B). 

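Monocytes, macrophages and Kupffer cells rose from 7.92 ± 3.66% of the cells in Ctrl to 23.1 ± 10.6% in W05, and stood at 7.13 ± 2.44% in W08 (mean ± SD, 3 mice each). The single W05 mice stood at 27.9%, 30.5% and 11.0%, and the Ctrl mice at 6.45%, 5.22% and 12.1%. W05 replicate 3 thus lay within the range of Ctrl. The log2 fold change was 1.55 for W05 against Ctrl (SE 0.433, edgeR adjusted p = 0.0124) and −1.70 for W08 against W05 (SE 0.435, edgeR adjusted p = 0.00525). The clusters of this class differed between the groups. Cluster 9, led by Trem2, held 26.0% of its cells in Ctrl, 52.8% in W05 and 20.7% in W08, and Kupffer cell clusters 10, with Cd163 among its leading genes, and 11 held 1247 and 265 of 4081 cells in W05 and 413 and 241 of 1094 in W08, so the values summed over the class also follow this mix. In these sums, Mrc1 and Cd163, a mannose receptor and a haemoglobin scavenger receptor of M2-like macrophages, were higher in W08 than in W05 (log2 fold change 1.33 with edgeR adjusted p = 0.0075, and 1.58 with edgeR adjusted p = 0.0054). The cytokines Tnf and Il1b, which mark M1-like macrophages, were lower (log2 fold change −1.69 with edgeR adjusted p = 0.0054, and −1.39 with edgeR adjusted p = 0.0060). Mrc1 is also a leading gene of endothelial cluster 1, and endothelial cells were 39.7% of the cells in W08 and 22.3% in W05. Endothelial RNA is therefore not separated from the rise of Mrc1. Of 14 M2 genes, 3 were higher in W08 than in W05 (fry adjusted p = 0.0950; camera adjusted p = 0.207). Of 14 M1 genes, 7 were lower and 9 were lower adjusted over the list alone (fry adjusted p = 0.00691; camera adjusted p = 6.2e-06, and adjusted p = 0.289 with an estimated correlation). Against Ctrl, Trem2, a lipid receptor of tumor and injury macrophages, rose in W05 (log2 fold change 1.79, edgeR adjusted p = 0.0043), where cluster 9 held more of the cells, and Pmepa1, a target of TGF-beta, rose from 18.9 ± 5.89 to 111 ± 8.88 CPM (log2 fold change 2.58, SE 0.269, edgeR adjusted p = 0.000734).
The share of W05 against Ctrl lost its call without Ctrl replicate 2 (1.32) or W05 replicate 1 (1.39) and against Ctrl-W05 (0.85, edgeR adjusted p = 0.0965). Without W05 replicate 1, W08 replicate 1 or W08 replicate 2, the lower M1 genes numbered 4, 3 and 4.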

We used Cellchat (version 1.1.3)^29^ to further study the interactions between cell populations during CCA progression in YAP/AKT mice. Through signal strength plots and cellular communication networks, we noticed a shift in the crosstalk across timepoints. At the baseline, endothelial cells, fibroblasts, and cholangiocytes have the strongest outgoing interaction signals (Figure 5C), such as Kit and Pecam from endothelial cells and Spp1 and Alcam from cholangiocytes (Supplementary Figure S9A). 

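Endothelial cells carried Kit and Pecam1, and epithelial cells carried Spp1 and Alcam, in normal livers. Kit, the stem cell factor receptor, stood at 267 ± 130 CPM in endothelial cells of Ctrl, 308 ± 63.3 in W05 and 274 ± 22.7 in W08 (3 mice each). Pecam1, the endothelial adhesion molecule CD31, stood at 669.7 ± 51.7, 626 ± 37.3 and 621 ± 32.4 CPM. Neither passed the test between W05 and Ctrl (log2 fold change 0.26, SE 0.248, edgeR adjusted p = 0.558 for Kit, and −0.05, SE 0.0821, edgeR adjusted p = 0.783 for Pecam1). Without Ctrl replicate 3 these were −0.058 and 0.039. Against empty vector livers of the same week, a baseline chosen after seeing the data, the directions turned. Kit stood at 483 ± 29.8 CPM in Ctrl-W05 and 484 ± 39.3 in Ctrl-W08 (log2 fold change −0.53 for W05, edgeR adjusted p = 0.128, and −0.75 for W08, edgeR adjusted p = 0.0330), and Pecam1 gave 0.12 for W05 (edgeR adjusted p = 0.286). The levels of Kit also follow the mix of endothelial clusters. Cluster 5, led by Kit, held 67.3% and 77.3% of the endothelial cells of Ctrl-W05 and Ctrl-W08, against 5.03% in Ctrl, 6.65% in W05 and 7.47% in W08. Spp1, the secreted ligand osteopontin, stood at 16253 ± 90.3 CPM in epithelial cells of Ctrl (2 mice with at least 20 cells), 19708 ± 5820 in W05 and 10240.3 ± 1143 in W08 (3 mice each). Alcam, a ligand of the T cell protein CD6, stood at 865 ± 179, 563 ± 246 and 815 ± 12.7 CPM in the same order. In macrophages Spp1 stood at 21.6 ± 23.002 CPM in Ctrl, 339.6 ± 145 in W05, 10.9 ± 9.27 in W08, 15.0 ± 11.7 in Ctrl-W05 and 83.7 ± 109 in Ctrl-W08. Against empty vector livers of the same week, the log2 fold change of Spp1 in epithelial cells of W08 was −1.28 (edgeR adjusted p = 0.00301). In macrophages it was 4.74 for W05 (edgeR adjusted p = 0.00313) and −3.17 for W08 (edgeR adjusted p = 0.0402).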

At W05, the outgoing signals from fibroblasts and cholangiocytes became attenuated, whereas signals from malignant cells became the strongest. Finally, at W08, there was a rebound in fibroblast outgoing signaling. This shift from cholangiocytes to malignant cell crosstalk appears to be toward fibroblast crosstalk and increases not only in strength but also in the number of interactions (Figure 5D). Interestingly, throughout all three timepoints, CD8 T cells had the persistently strongest incoming interaction signal (Figure 5C, Supplementary Figure S9B). Overall, the number and intensity of cell–cell interactions in the W08 CCA samples were higher than those in the W05 CCA samples (Figure 5D), suggesting evolving complexity of the interaction during tumor progression. With CellPhoneDB analysis, we found that the high stemness malignant cell cluster (malignant-early) had differential interactions with stromal cells in comparison to that of the low stemness malignant cell cluster (malignant-late) during the CCA progression (Figure 5E). For example, there were strong interactions between the high stemness malignant cell population and fibroblasts through the ligand:receptor interaction of PDGFb:PDGFR. However, this interaction was less prominent for the low stemness malignant population and replaced with DPP4:CCL11 and DPP4:CXCL12 pairings. 

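Pdgfb, the platelet-derived growth factor B that recruits pericytes and fibroblasts, came from endothelial cells at 73.4 ± 34.9 CPM in Ctrl, 39.4 ± 5.35 in W05 and 34.5 ± 8.30 in W08 (3 mice each). In endothelial cells it fell in W08 against Ctrl (log2 fold change −1.04, SE 0.303, edgeR adjusted p = 0.0383), and W05 gave no call (log2 fold change −0.84, edgeR adjusted p = 0.0892). Against empty vector livers of the same week, a baseline chosen after seeing the data, the direction turned, with Ctrl-W05 at 21.3 ± 8.04 CPM and Ctrl-W08 at 20.3 ± 5.65 CPM (log2 fold change 0.98 for W05, edgeR adjusted p = 0.0410, and 0.81 for W08, edgeR adjusted p = 0.0685). Epithelial cells carried Pdgfb at 27.9 ± 8.98 CPM in W05 and 29.0 ± 0.893 CPM in W08. Its receptor genes were found in fibroblasts, Pdgfra at 53.7 CPM over the cells of Ctrl (95% Poisson interval 30.7 to 87.2), 213 CPM in W05 (186 to 243) and 38.1 CPM in W08 (17.4 to 72.4). Pdgfrb stood at 20.1 CPM (7.39 to 43.8), 284 CPM (252 to 319) and 80.5 CPM (48.5 to 126). Only W05 had 20 or more fibroblasts in each mouse, so these levels were not tested. Malignant cells were not split by stemness for Pdgfb or Dpp4, so the paper's contrast between high and low stemness was not tested. The call for Pdgfb in W08 ended without Ctrl replicate 3 (−0.56), W08 replicate 1 (−0.86) or W08 replicate 2 (−1.02).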

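Dpp4, a membrane peptidase that trims chemokines, was carried by endothelial cells at 554 ± 145 CPM in Ctrl, 413 ± 42.5 in W05 and 558 ± 15.4 in W08 (3 mice each; W05 against Ctrl log2 fold change −0.37, edgeR adjusted p = 0.0824). It passed without Ctrl replicate 3 (−0.54) and with the score per cell (−0.44), and also against Ctrl-W05, a baseline chosen after seeing the data (−0.64, edgeR adjusted p = 0.00298). In epithelial cells Dpp4 stood at 32.6 ± 9.89 CPM in Ctrl (2 mice), 29.2 ± 9.09 in W05 and 62.2 ± 29.5 in W08. Ccl11, the eosinophil chemokine eotaxin, was found in fibroblasts at 13.4 CPM over the cells of Ctrl (95% Poisson interval 3.66 to 34.4), 221 CPM in W05 (193 to 251) and 0 CPM in W08 (upper limit 15.6). Between the 3 mice of W05 it varied, with a mean of 222 ± 376 CPM. Cxcl12, which guides leukocytes through CXCR4, stood at 668, 336 and 581 CPM in the fibroblasts of Ctrl, W05 and W08.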

Although the interaction between T cells and high/low stemness malignant cells did not significantly change, we noted differences of the interaction between myeloid cells and high/low stemness malignant cells. 

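Tek, the angiopoietin receptor TIE2, gave no call in endothelial cells, at 337 ± 51.1 CPM in Ctrl, 337 ± 61.1 in W05 and 374 ± 21.97 in W08 (3 mice each; W08 against Ctrl log2 fold change 0.19, edgeR adjusted p = 0.269). With empty vector livers of the same week as the baseline, chosen after seeing the data, Tek was −0.33 in W05 (edgeR adjusted p = 0.0348) and −0.22 in W08 (edgeR adjusted p = 0.128). Its ligand gene Angpt1 was found in fibroblasts at 6.71 CPM over the cells of Ctrl (95% Poisson interval 0.813 to 24.2), 28.3 CPM in W05 (19.0 to 40.7) and 8.48 CPM in W08 (1.03 to 30.6). For this pair, and for Mertk and Gas6, malignant cells were not split by stemness, so the paper's contrast was not tested. Mertk, a receptor for the clearance of dead cells, stood at 292 ± 81.4, 234 ± 59.9 and 347 ± 35.2 CPM in endothelial cells of Ctrl, W05 and W08 (W08 against W05 log2 fold change 0.56, edgeR adjusted p = 0.0525). It passed without W05 replicate 3 (0.74) and with the score per cell (0.60). Its ligand gene Gas6 stood at 1188 ± 140 CPM in epithelial cells of Ctrl (2 mice), 747 ± 136 in W05 and 928 ± 90.6 in W08, and at 359.8 ± 137, 265 ± 75.5 and 393 ± 25.8 CPM in endothelial cells. Against empty vector livers, endothelial Gas6 was −0.65 in W05 (edgeR adjusted p = 0.0373) and −0.04 in W08 (edgeR adjusted p = 0.912). In macrophages of W08, Mertk was 1.33 (edgeR adjusted p = 0.00134) and Gas6 1.91 (edgeR adjusted p = 0.00389), while those of W05 gave no call. In conventional dendritic cells of W08, Mertk was 3.12 (edgeR adjusted p = 0.0186) and Gas6 2.47 (edgeR adjusted p = 0.0907). Endothelial cells, which carry both genes, were 39.7% of the cells in W08 and 17.4% in Ctrl-W08. Kupffer cell cluster 10 held 413 of 1094 macrophages in W08 and 318 of 1990 in Ctrl-W08. Endothelial RNA and this mix are therefore not separated from the rises in macrophages.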

We also observed differential interactions between the endothelial cells and high stemness malignant cells versus low stemness malignant cells, such as TEK:ANGPT1 versus MERTK:GAS6, respectively.

**FIGURE 5:**
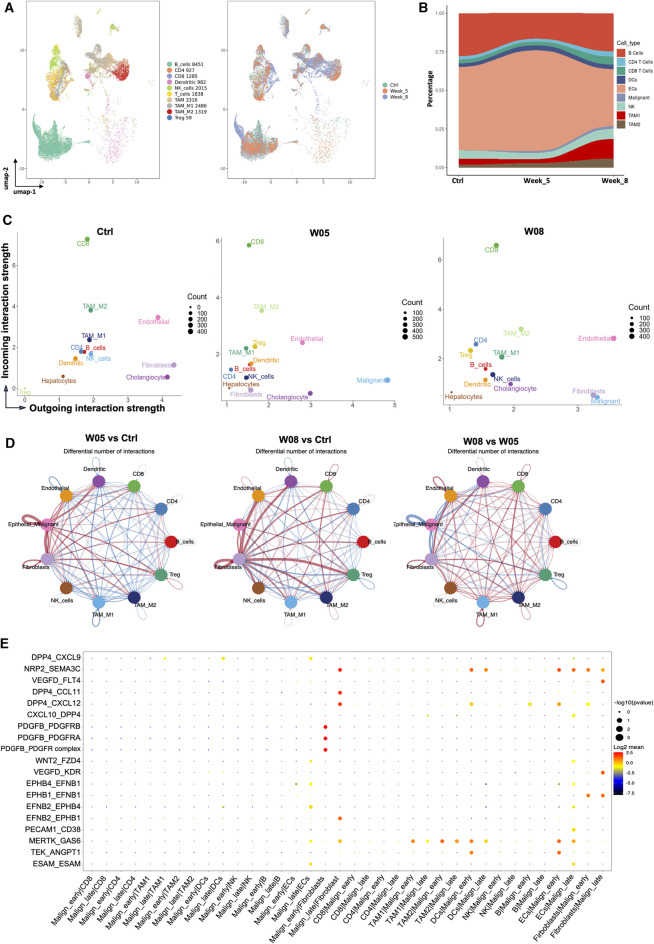
Dynamic change of interaction of cancer stem-like cells with stromal cells during CCA development. **(A)** UMAP plot of immune cells was grouped into 10 cell subtypes and indicated by color (left panel) and timepoints (right panel). **(B)** Sankey plot showing dynamic changes in the proportion of stromal cells along with tumor progression in YAP/AKT CCA mice. **(C)** Scatterplot of incoming and outgoing interaction strengths of each cell population at the baseline (Ctrl) and change of strength between control and different timepoints (W05 and W08). Ctrl, control; W05, week 5; W08, week 8. **(D)** Circle plot displaying putative ligand–receptor interaction between different cell types, with the width of edges representing the numbers of the communication. The edge colors are consistent with the signal sender. A thicker edge line indicates a stronger signal. **(E)** Bubble plot of the communication probability of all the significant ligand–receptor pairs that contributed to interaction between malignant cells and various stromal cells. The dot color and size represent the communication probability and *p*-values. *p*-values were computed from the one-sided permutation test.

## 4 Discussion

To our knowledge, this is the first study to define the Tm4sf1^high^ malignant cells as CSCs in CCA. We also presented the data showing dynamic changes in cell composition of different cells and dynamic interaction among CSCs, stromal cells, and immune cells during CCA tumorigenesis in the YAP/AKT mouse model.

The traditional method to identify CSCs from CCA focuses on sorting by FACS based on cell-surface markers, but derived CSCs are usually a mixture of CSC populations (McGrath et al., 2020). Using the YAP/AKT CCA mouse model and high-resolution scRNA-seq, we revealed that malignant cells display transcriptomic heterogeneity. Functional analysis demonstrated that malignant cell subclusters were enriched with unique functions, including those related to metabolic processes, stemness, and immune response, which may reflect the functional heterogeneity among malignant cells during tumor progression. We identified a subset of malignant cells with stemness features and metabolic functions along tumor progression. These functions were uniquely enriched in this subpopulation and reflect distinct requirements for CSCs. It will be helpful to gain further insight regarding functional requirements for stemness maintenance of CSCs in CCA. In this study, we demonstrated that TM4SF1 is a novel cell surface marker of CSCs in CCA, which may be one of the potential targets for CCA treatment. Although we used a similar YAP/AKT model as previously reported (Affo et al., 2021), the data generated different impressions in terms of Tm4sf1 in high stemness cell population, which may be explained by the different sampling timing and scRNA-seq process. Indeed, efforts have been taken to develop agents to block TM4SF1 (Chen et al., 2022/10; Visintin et al., 2015). Our data indicated the proportion of CSCs with Tm4sf1^high^ reduced at week 8 in comparison to week 5. It is unclear whether CSCs are enriched gradually from the time of tumor initiation to the stage of tumor metastasis or along with tumor size/number increases in CCA, which needs to be explored with increasing timepoints of this specific CCA model and other models.

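Summed over the cells of sub-cluster 1, matched to Tum1, the membrane protein gene Tm4sf1 stood at 344 CPM in mice labelled W05 and 359 CPM in mice labelled W08, and normal epithelial cells of Ctrl were at 532 CPM. In sub-cluster 2 it was at 151 CPM and in sub-cluster 3 at 252 CPM. The tumor initiation and antibody experiments that the paper sets beside these cells were not analysed here.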

Previous evidence has showed that CSCs contribute to the education and reconstitution of the immune microenvironment in CCA (Raggi et al., 2017; Zeng et al., 2018). Conversely, others have demonstrated that the immune microenvironment promotes the generation and maintenance of CSCs (Raggi et al., 2015). However, this bi-directional communication is dynamically changed. Here, we revealed these dynamic changes within CSC populations, as well as the interaction with surrounding stromal cells. For example, the CXCL12–DPP4 interaction between fibroblasts and tumors and the role of the PDGFR pathway on CCA tumorigenesis have been elaborated (Affo et al., 2021). Our data suggest that this interaction is dynamic rather than static. In addition, the proportion of immune cell types T, B, NK cells, and macrophages changed as the tumor progressed, which likely suggests that these cells aid in the survival of CSCs and propagate tumorigenesis.

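Against empty vector livers of the same week, neutrophils and B cells were lower and endothelial cells higher in W08, and dendritic cells and fibroblasts were higher in W05. The log2 fold change of the neutrophil share was −2.79 for W08 against Ctrl-W08 (edgeR adjusted p = 2.64e-06), that of endothelial cells 1.19 (edgeR adjusted p = 0.00238), and those of macrophages, which gave no call, −0.78 (edgeR adjusted p = 0.146) and 0.85 for W05 against Ctrl-W05 (edgeR adjusted p = 0.0965). The log2 fold change of the B cell share was −1.18 for W08 against Ctrl-W08 (edgeR adjusted p = 0.00586) and −0.77 for W05 against Ctrl-W05 (edgeR adjusted p = 0.0771). Conventional dendritic cells rose in W05 (log2 fold change 1.44, edgeR adjusted p = 0.00347), as did fibroblasts (log2 fold change 2.24, edgeR adjusted p = 0.00347). The empty vector livers also stood apart from all other groups in their endothelial clusters. Cluster 5 held 67.3% and 77.3% of the endothelial cells of Ctrl-W05 and Ctrl-W08, against 5.03% in Ctrl, 6.65% in W05 and 7.47% in W08. These comparisons therefore do not separate an effect of YAP and AKT from a difference particular to the empty vector libraries. T cells were 9.04 ± 5.43% of the cells in W05 and 7.90 ± 1.51% in W08, against 7.65 ± 1.33% in Ctrl (mean ± SD, 3 mice each; log2 fold change 0.24 with edgeR adjusted p = 0.654, and 0.05 with edgeR adjusted p = 0.968). NK cells were 3.67 ± 0.819% and 3.21 ± 1.43%, against 3.46 ± 1.36% (log2 fold change 0.08 with edgeR adjusted p = 0.876, and −0.11 with edgeR adjusted p = 0.891). From the changes in its own data the paper proposes that these cells aid the survival of cancer stem cells.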

We noticed a low yield of the malignant cell population in our study, which may be related to the cell loading limitation of the scRNAseq platform without specific enrichment for epithelial cells. Our findings provide insight into the cellular heterogeneity of CCA at the different developmental timepoints, which facilitates a deeper understanding of CCA pathogenesis. Furthermore, our findings on the crosstalk between CSCs and stromal cells provide potential strategies for the exploration of combining immunotherapy and CSC-targeted therapies for precision medicine. Confirmatory *in vitro* and *in vivo* experiments will help elucidate the underlying biological mechanisms and are ongoing.

In conclusion, our scRNA-seq analysis of tumor progression over time in the YAP/AKT CCA mouse model identified Tm4sf1^high^ malignant cells as potential CSCs and observed dynamic TME during CCA tumorigenesis. These findings provide important insights into CCA tumorigenesis mechanisms, which can aid in the development of effective therapeutic strategies with immunotherapy and beyond.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at https://www.ncbi.nlm.nih.gov/geo/, GSE233623.

## Abbreviations

CCA, cholangiocarcinoma; CSC, cancer stem-like cells; CytoTRACE, cellular (Cyto) trajectory reconstruction analysis using gene counts and expression; DEGs, differential expressed genes; GEO, Gene expression omnibus; GSVA, gene set variation analyses; ICGC, international cancer genome consortium; PCA, principal component analysis; SCENIC, single-cell regulatory network inference and clustering; scRNAseq, single-cell RNA sequencing; TCGA, The Cancer Genome Atlas program; TIMER, tumor immune estimation resource; TME, tumor microenvironment; Treg, regulatory T cells; t-SNE, t-distributed stochastic neighbor embedding; UMAP, uniform manifold approximation and projection; WGCNA, weighted gene co-expression network analysis.

# Supplementary material for: Single-cell RNA sequencing reveals cancer stem-like cells and dynamics in tumor microenvironment during cholangiocarcinoma progression
**Source:** Front Cell Dev Biol. 2023 Nov 10;11:1250215. doi: 10.3389/fcell.2023.1250215
**Supplement:** Supplementary file 3

Supplementary Material

1 Supplementary Figures

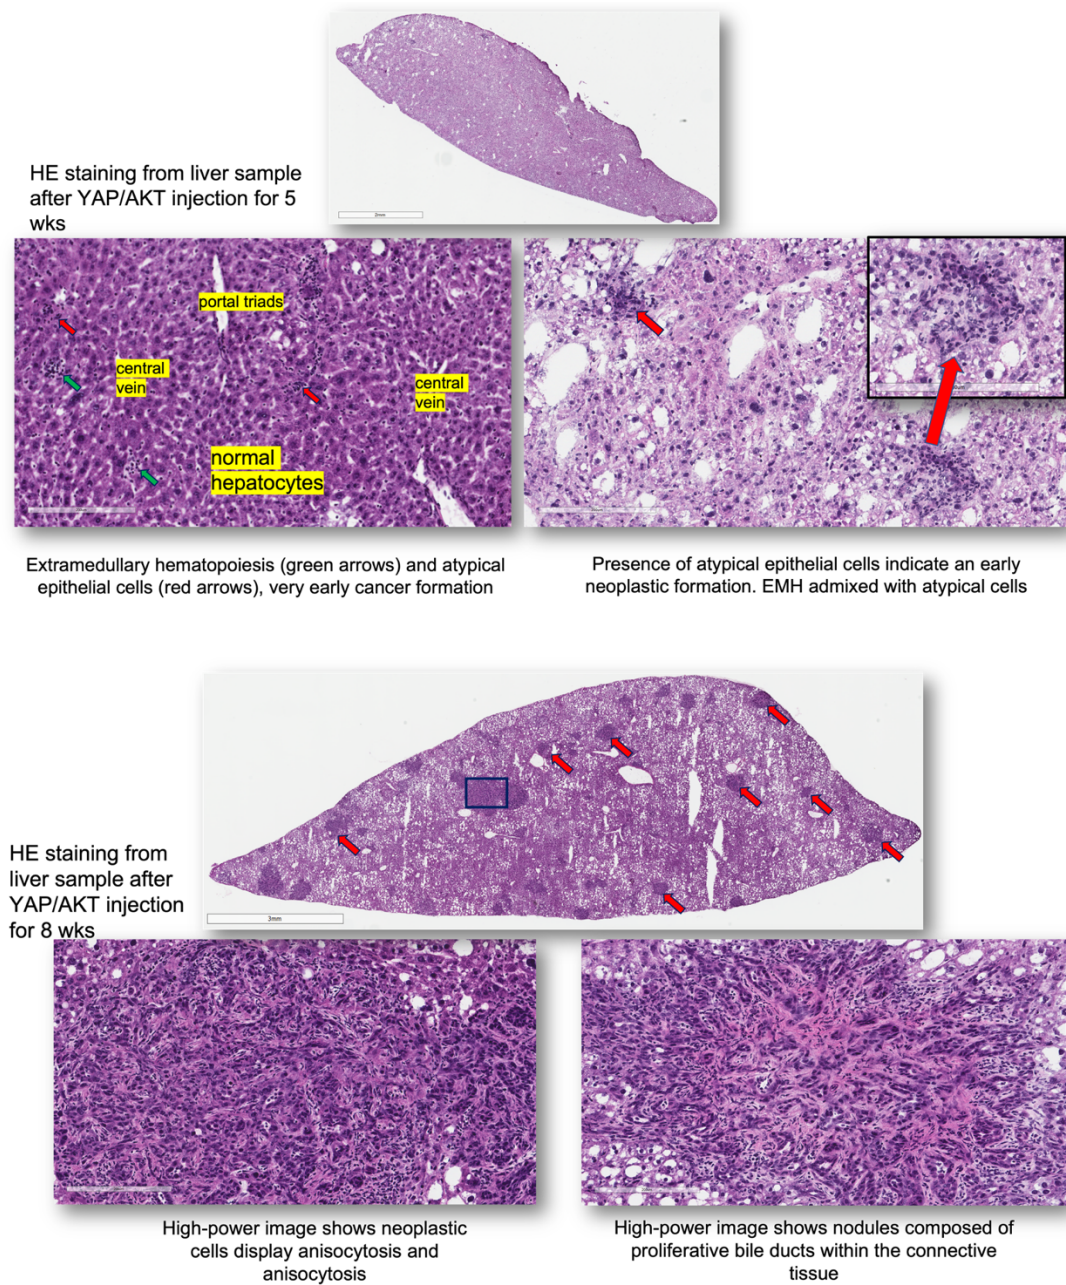

Supplemental Figure 1. Representative H&E staining from liver samples from Week 5 (left panel) and Week 8 (right panel) after YAP/AKT plasmid injection through the tail vein.

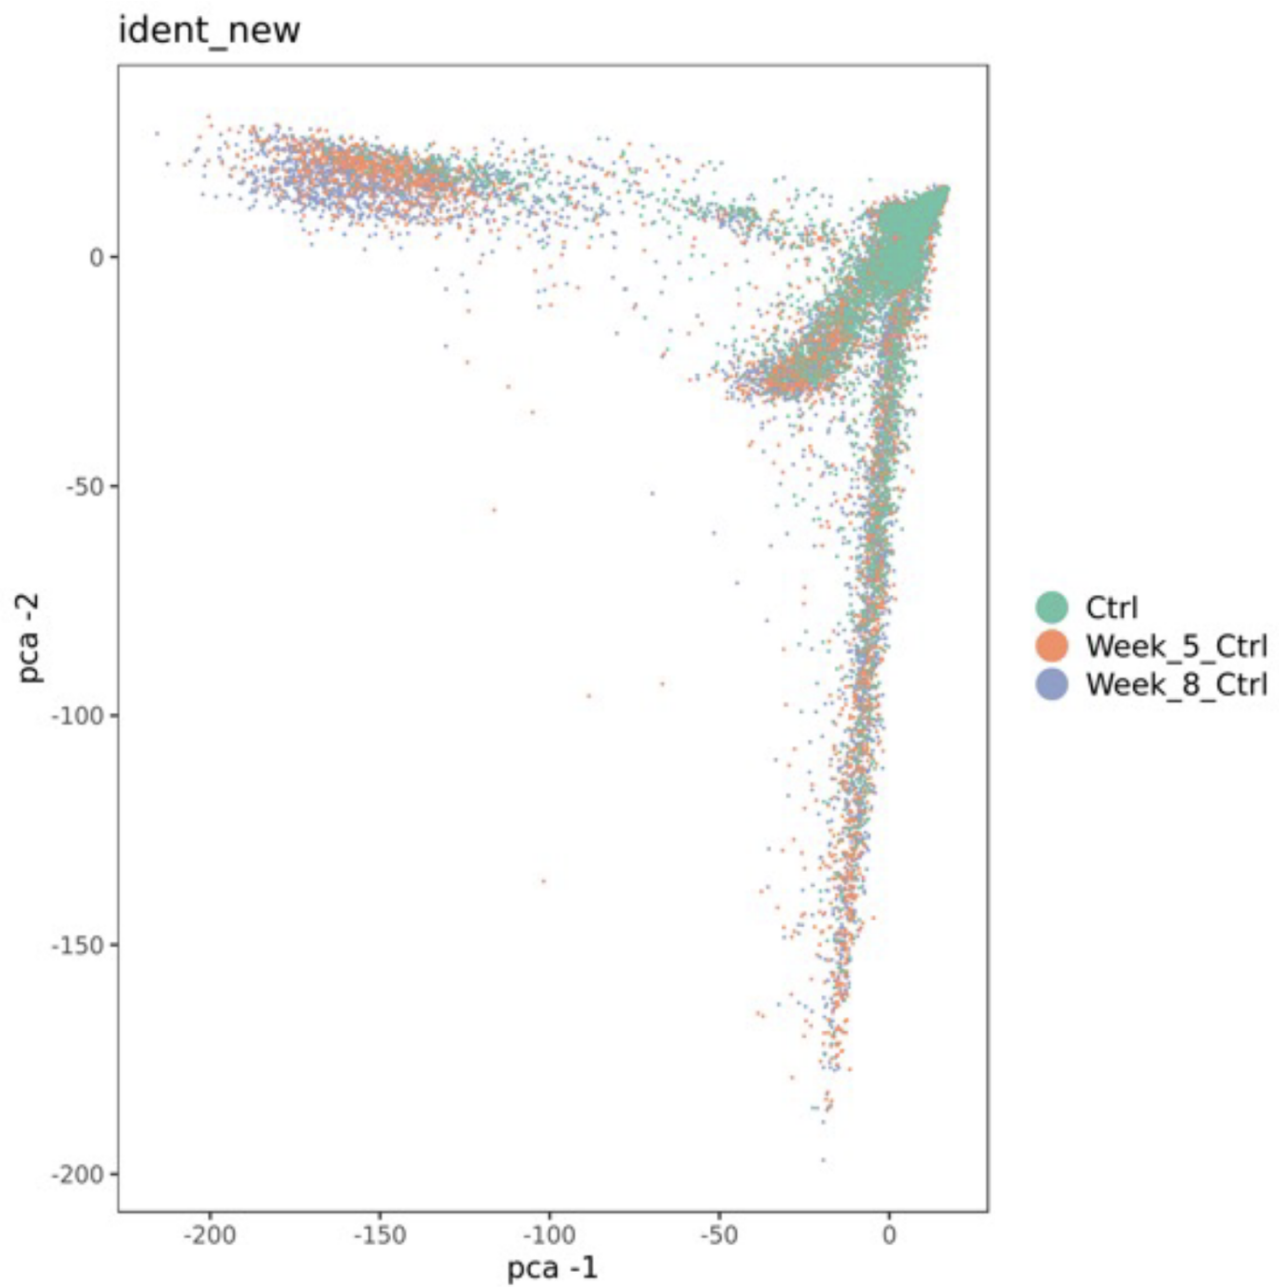

Supplemental Figure 2. PCA plot of transcriptomics derived from normal livers (Ctrl), and liver samples from Ctrl-W05 and Ctrl-W08 (empty plasmid injection).

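Neutrophils made up more of the kept cells, and endothelial cells less, in livers given empty vectors than in normal livers. Neutrophils were 1.44 ± 0.246% of the cells in Ctrl, 6.20 ± 1.29% in Ctrl-W05 and 8.43 ± 0.930% in Ctrl-W08 (mean ± SD, 3 mice each). The log2 fold change of this share was 2.11 for Ctrl-W05 (edgeR adjusted p = 8.34e-05) and 2.55 for Ctrl-W08 (edgeR adjusted p = 8.14e-06). Endothelial cells were 39.7 ± 7.37%, 16.6 ± 2.27% and 17.4 ± 1.72% in the same order (log2 fold change −1.26 with edgeR adjusted p = 0.00218, and −1.19 with edgeR adjusted p = 0.00356). Different clusters held most endothelial cells in these groups. Cluster 1, led by Stab2 and Col13a1, held 59.2% of the endothelial cells of Ctrl (71.2%, 71.5% and 20.8% in replicates 1, 2 and 3), and cluster 5, led by Kit and Wnt2, held 67.3% of those of Ctrl-W05 and 77.3% of those of Ctrl-W08. Without the pancreatic genes, a setting chosen after seeing the data, the like clusters held 38.2%, 58.8% and 69.7%. T cells were 15.0 ± 1.96% of the cells in Ctrl-W05 and 11.8 ± 2.48% in Ctrl-W08 (log2 fold change against Ctrl 0.97 for Ctrl-W05, edgeR adjusted p = 0.0583).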

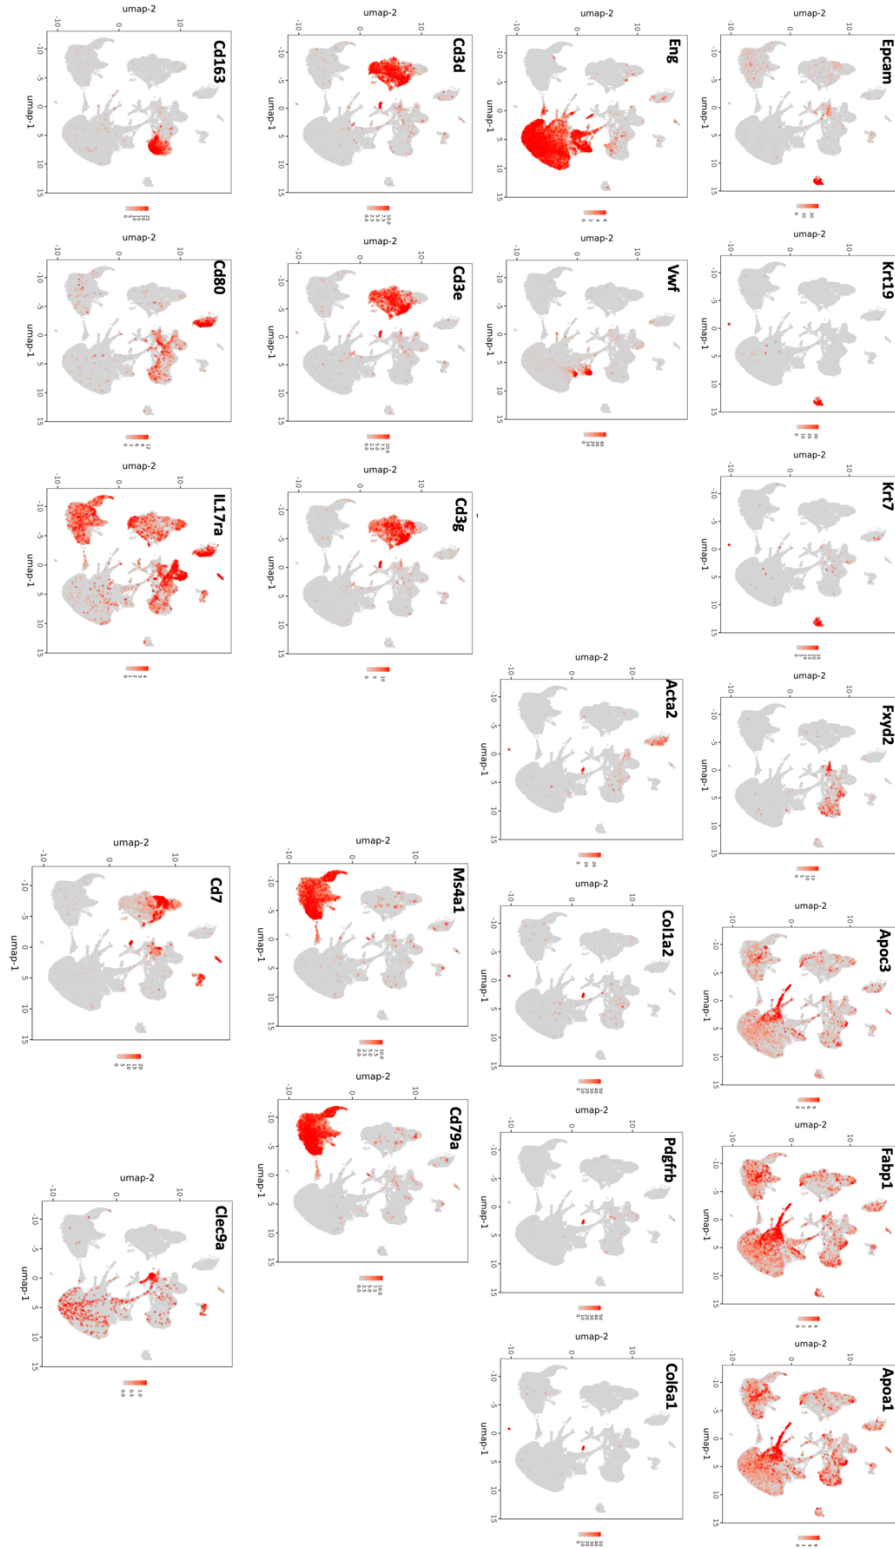

Supplemental Figure 3. The UMAP plots showing the expression levels and distribution of representative canonical markers of known cell types, which distinctly separates epithelial cells, hepatocytes, immune cells, endothelial cells and fibroblasts from the liver tissue/tumors from YAP/AKT CCA mice.

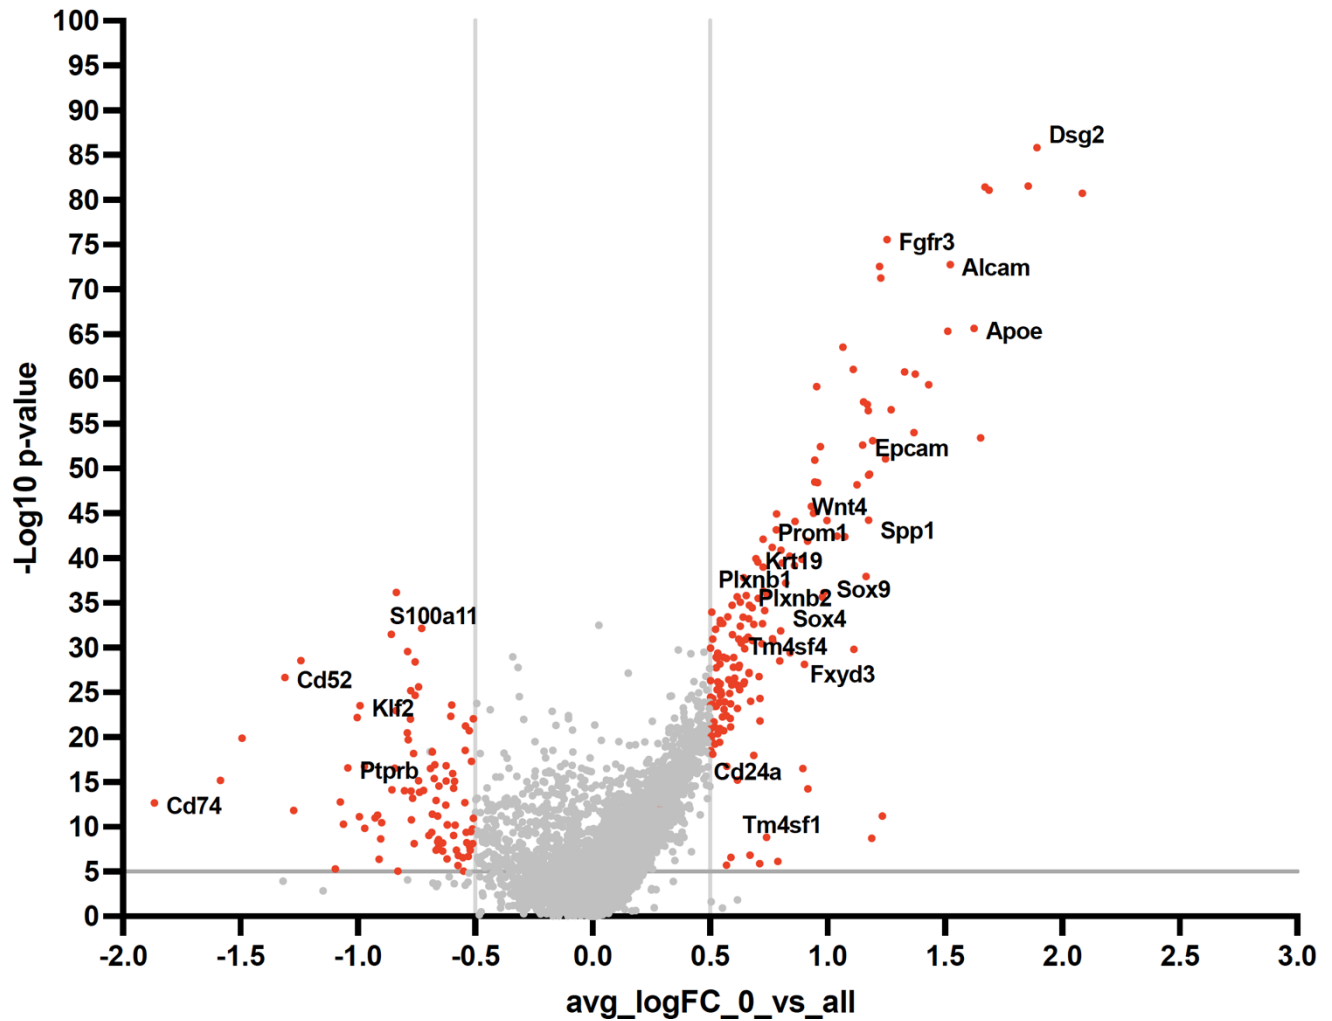

Supplemental Figure 4. Volcano plot showed differentially expressed genes between Tum1 malignant cell and other malignant cells from YAP/AKT CCA mice.

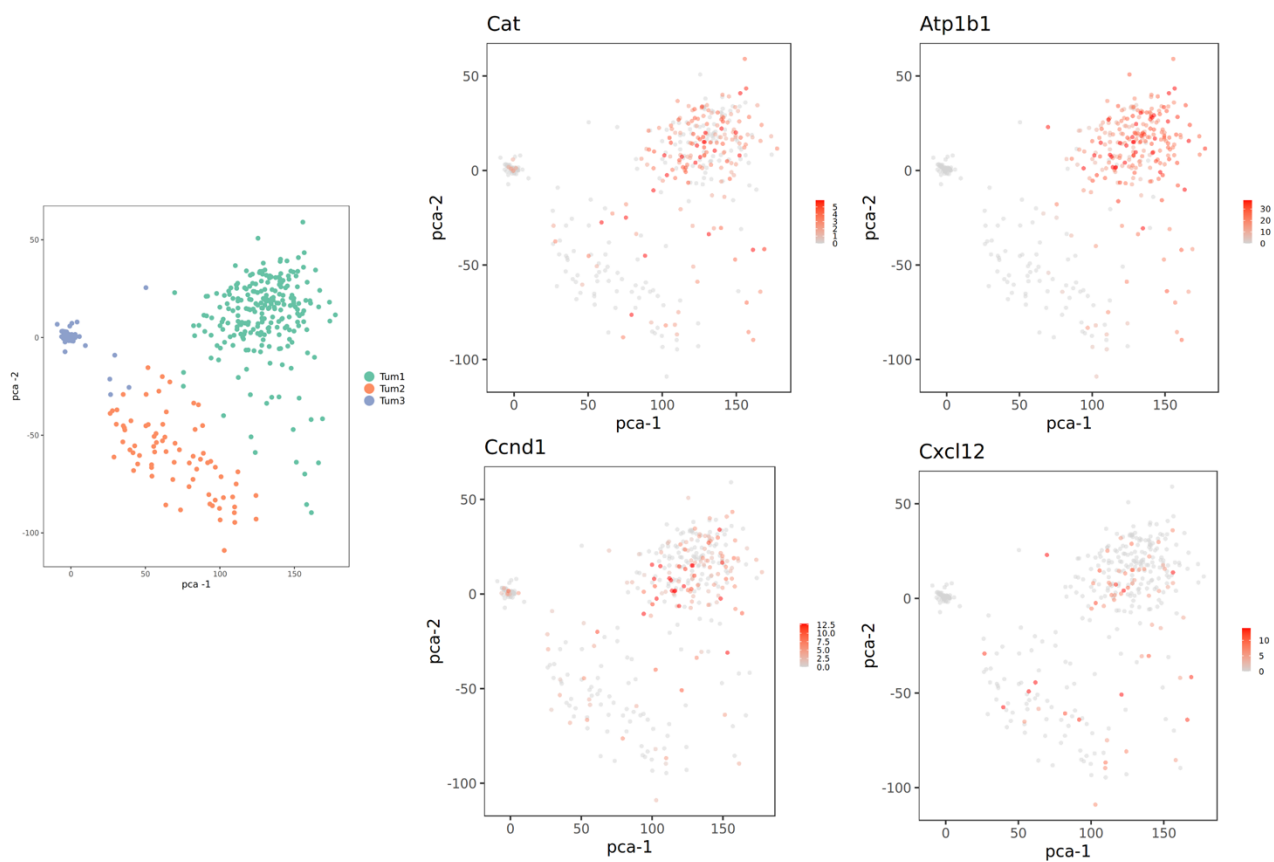

Supplemental Figure 5. PCA plot of the malignant cells colored by the expression level of indicated genes, Cxcl12, Cat, Atp1b1, and Ccnd1.

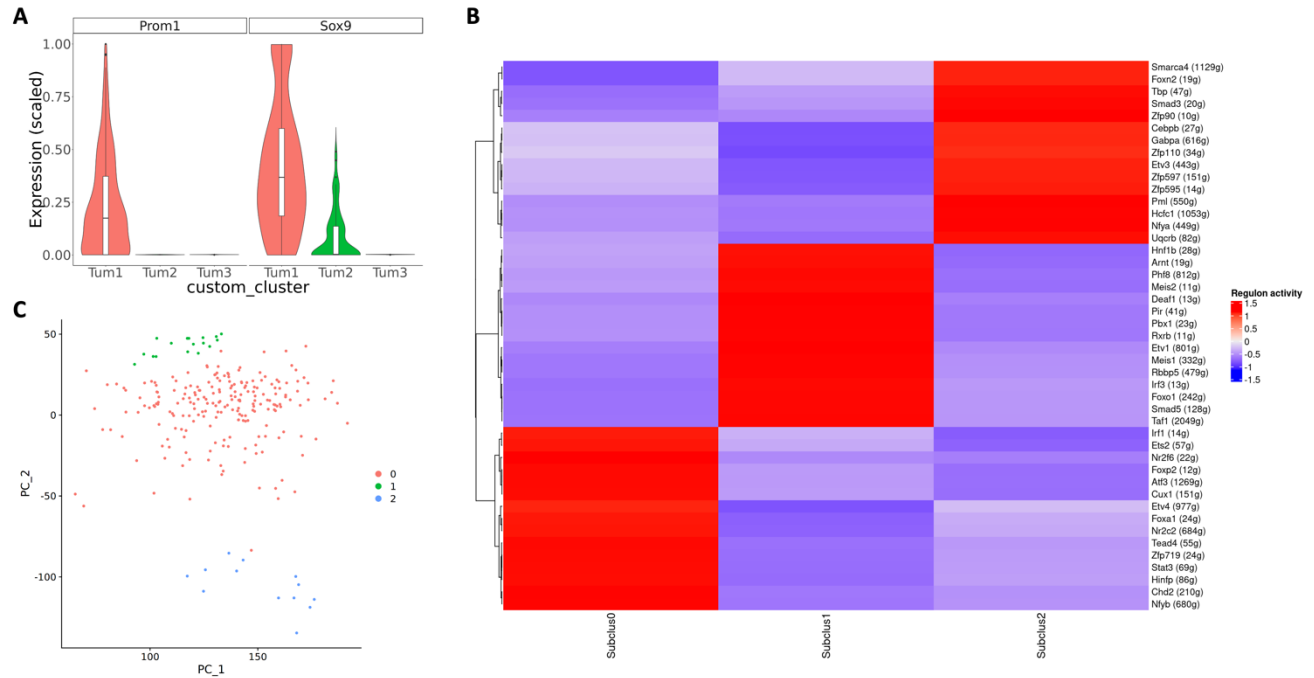

Supplemental Figure 6. (A) A bar-plot showed relative expression level of *Prom1* and *Sox9* between subclusters of malignant cells. (B) PCA demonstrated the separation of subclusters 0, 1 and 3 in Tum1 cluster colored by sub-clusters. (C) A heatmap of regulon scores from SCENIC analysis. Rows, Individual regulons. Columns, cells organized according to re-clustering of Tum1.

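Prom1 fell in sub-cluster 2 to 9.18 ± 11.1 CPM (3 mice) from 190 ± 54.2 CPM in sub-cluster 1 (6 mice; log2 fold change −3.58, SE 0.548, edgeR adjusted p = 5.72e-09). A UMI of Prom1, the gene of CD133, was found in 65.2% of the cells of sub-cluster 1, 4.24% of sub-cluster 2 and 47.6% of sub-cluster 3, and in 0.0667% of B cells. For Sox9 these shares were 87.5% (95% binomial confidence interval 83.7 to 90.7%), 34.7% (26.2 to 44.1%), 71.4% and 0.267%. Median depths were 8416, 3532 and 7631 UMIs in the sub-clusters and 2988 UMIs in the B cells. With every cell thinned to 1500 UMIs, Prom1 was found in 24.9% (20.5 to 29.8%) of sub-cluster 1, in 0% (upper 95% limit 4.20%) of sub-cluster 2 and in 15% of sub-cluster 3, against 0.0738% of B cells. Sox9 was then found in 47.1% (41.8 to 52.4%), 22.1% (13.9 to 32.3%) and 40% of the cells, leaving out 19, 32 and 1 shallower cells and 145 B cells. In sub-cluster 3 the log2 fold change of Prom1 was −2.96 (SE 0.834, edgeR adjusted p = 0.0226), but −0.61 without W05 replicate 2 (edgeR adjusted p = 0.27) and −3.19 by DESeq2 (adjusted p = 0.38).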

A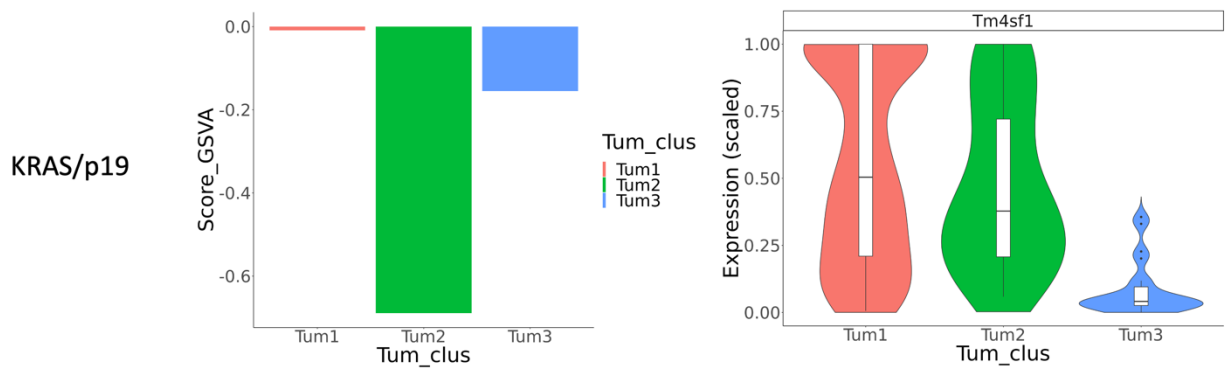**B**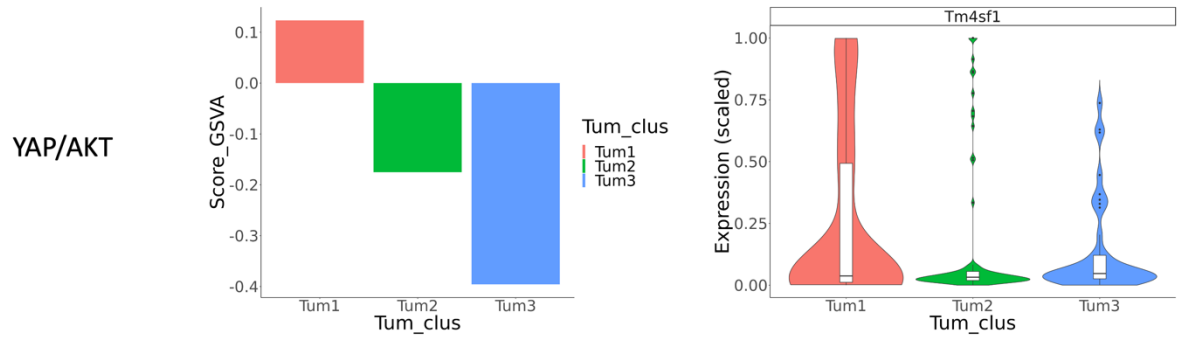

Supplemental Figure 7. (A) Left: A bar-plot showed the average GSVA stemness score for each malignant cell cluster of KRA/p19 CCA mouse model. Right: A bar-plot showed relative Tm4sf1 expression level between subclusters of malignant cells of KRA/p19 CCA mouse model. (B) Left: A bar-plot showed the average GSVA stemness score for each malignant cell cluster of YAP/AKT CCA mouse model. Right: A bar-plot showed relative Tm4sf1 expression level between subclusters of malignant cells of YAP/AKT CCA mouse model.

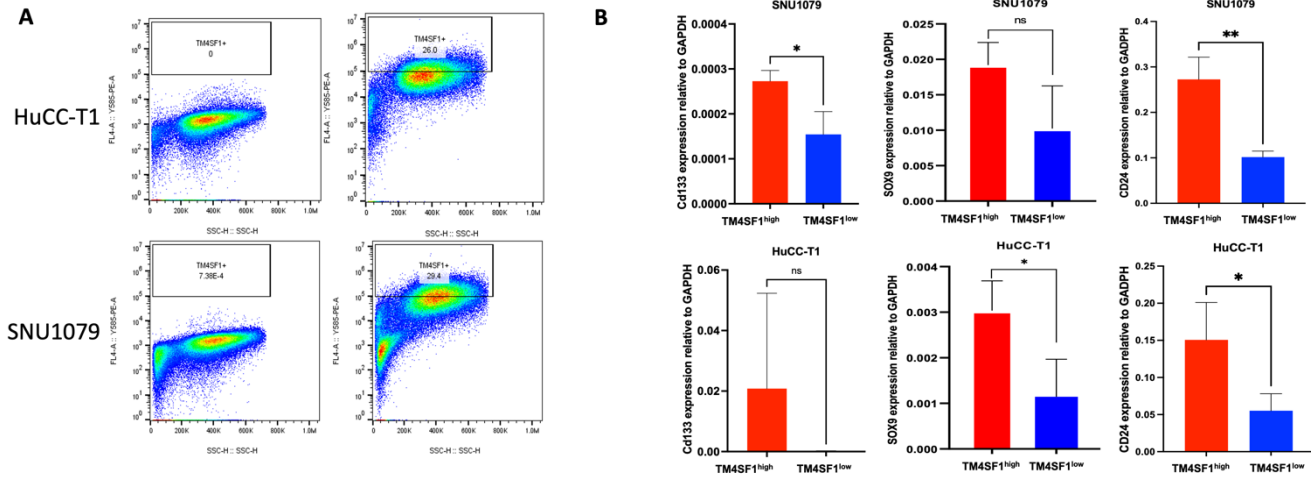

Supplemental Figure 8. (A) Representative of flowcytometry indicated TM4SF1 positivity between different human CCA cell lines. (B) Bar graph showed qPCR analysis of the mRNA expression levels of CSC markers including PROM1(CD133), CD24 and SOX9 in TM4SF1^{high} and TM4SF1^{low} HuCC-T1 and SNU1079 CCA cell lines (3 independent experiments).

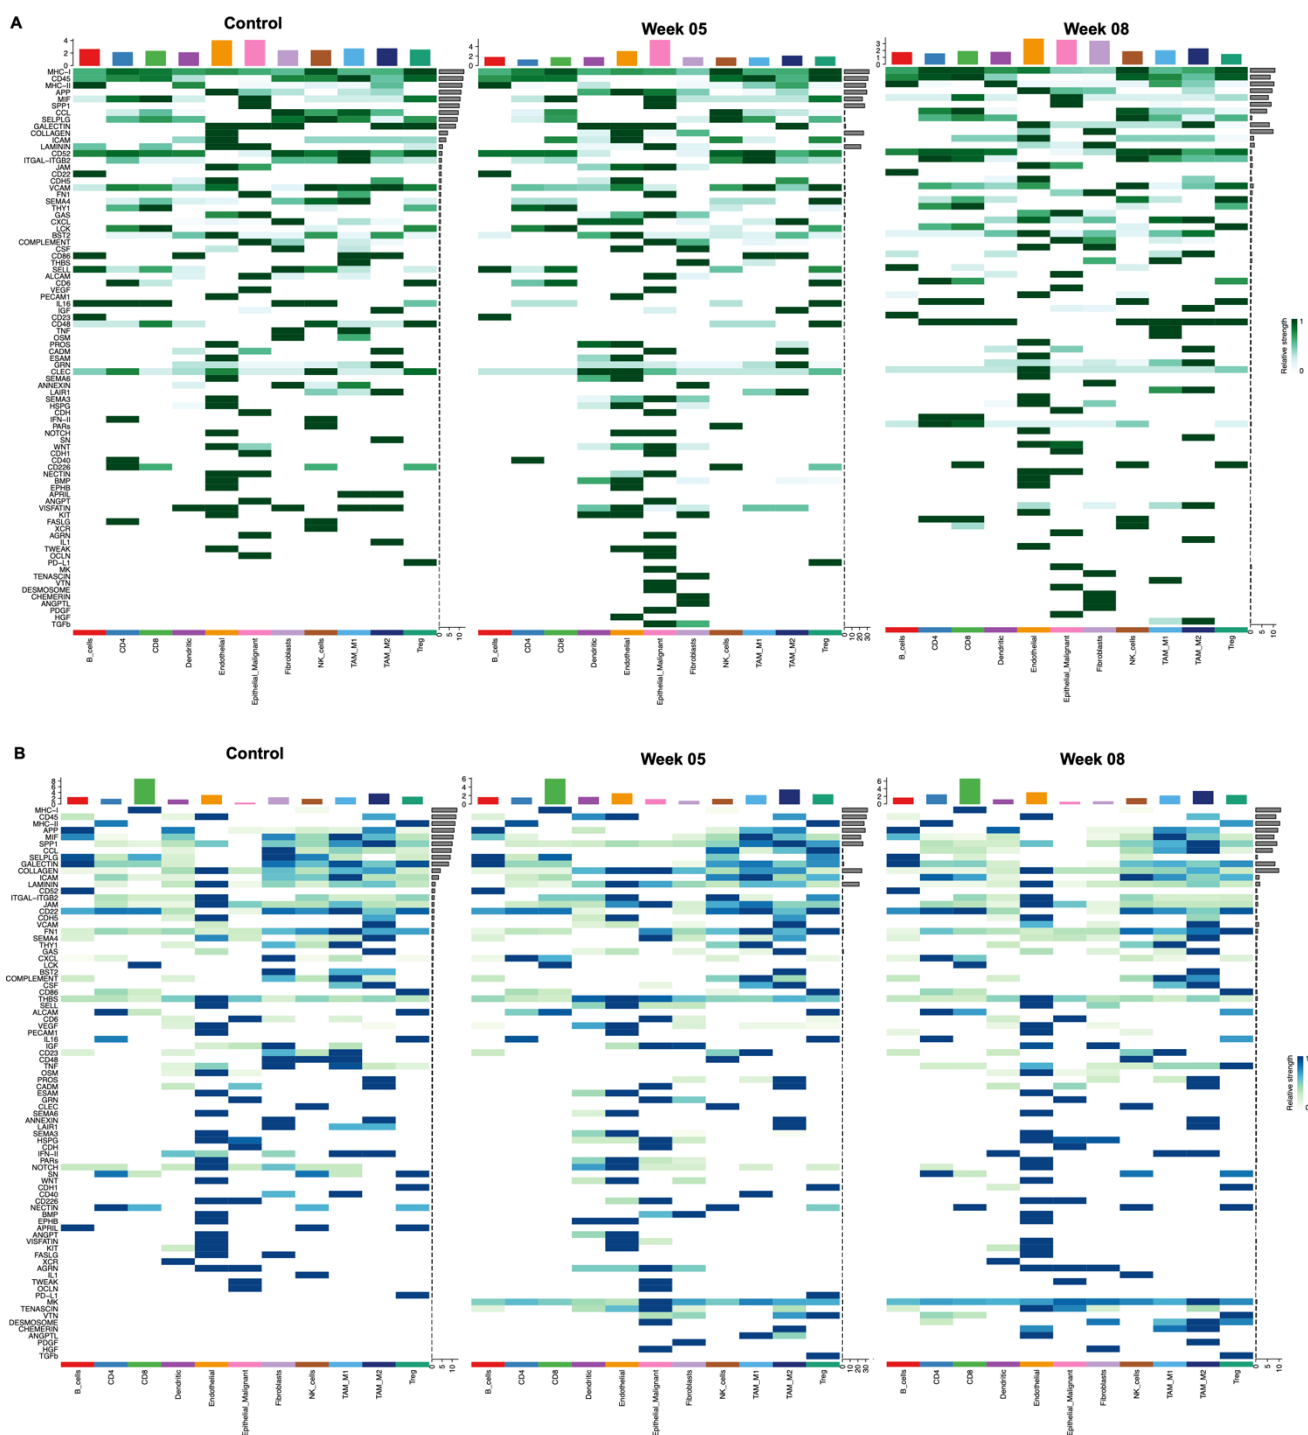

Supplemental Figure 9. Outgoing (A) and incoming (B) signal patterns of malignant cells, cholangiocytes and stromal cells during tumorigenesis of CCA in YAP/AKT mice model. Ctrl, control; W05, week 5; W08, week 8.

# Supplementary material for: Single-cell RNA sequencing reveals cancer stem-like cells and dynamics in tumor microenvironment during cholangiocarcinoma progression
**Source:** Front Cell Dev Biol. 2023 Nov 10;11:1250215. doi: 10.3389/fcell.2023.1250215
**Supplement:** Supplementary file 6

<https://github.com/NIDAP-Community/Dynamic-of-cancer-stem-like-cells-during-cholangiocarcinoma-progression-/tree/main/Data/Supplementary>

How the deposited data were processed for this re-analysis (not part of the article)

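The samples were 15 single-cell libraries of mouse liver or tumor, 1 per mouse, with 3 mice in each of the groups Ctrl, W05, W08, Ctrl-W05 and Ctrl-W08. The authors dissociated the tissue, prepared droplet libraries, and made the deposited counts with bcl2fastq 2.20.0, Cell Ranger 6.0.0 or 6.1.2 and STAR 2.7.2a against the mm10 genome build, without saying which Cell Ranger version made which matrix. The deposited values are raw UMI counts per gene and barcode, for 32285 genes and the 98400 barcodes that Cell Ranger called as cells. Each sample was assigned to its group by the deposited labels. All comparisons start from these counts, and no normalized values of the authors were used.

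Barcodes were kept with at least 500 UMIs, at least 0.8 log10 genes per log10 UMI, and genes and mitochondrial share (13 mitochondrial genes) no more than 3 median absolute deviations (scaled by 1.483) above the library's median. The paper's ratio of 0.8 was read on the log scale, since 1 barcode reaches 0.8 as a plain ratio. This kept 75226 cells, 76.4% of the barcodes, and 47802 cells of Ctrl, W05 and W08. Counts were scaled to 10000 per cell and logged, 2000 variable genes gave 30 principal components, and a neighbour graph (20 neighbours) was split by Leiden at a resolution of 1. The clustering took all barcodes above the lower limits, and shares and tests use the kept cells. Doublets were scored with Scrublet at a rate of 0.06 and removed only as an alternative. Clusters were named from marker lists written down before the data were examined, while the limits of the naming rule were set in 2 rounds after the cluster tables had been seen. Python 3.11.15 was used with scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, gseapy 1.3.1 and matplotlib 3.10.9.

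The epithelial cells of W05 and W08 were split by k-means into 3 sub-clusters on principal components of their variable genes. From the clustering 383 genes of tested lists were held out, which did not cover every tested gene. A tested gene that was not held out could help to shape the sub-clusters it was then tested between. Sub-cluster sums of at least 5 cells per mouse were compared in a fit with the mouse as a block, which left 3 residual degrees of freedom over 11 sums. A copy number score was the spread of expression smoothed over 101 genes, for 7440 expressed genes with a position. Positions were found for 99.6% of the gene identifiers. The shares of cells with a UMI were also computed after thinning each cell to 1500 UMIs.

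Genes were tested on UMIs summed per mouse and class, for libraries with at least 20 cells of the class, with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, all groups in 1 fit, prior count 2). Class sizes were tested with edgeR on cells per class and library. DESeq2 1.42.0 and limma 3.58.1 were run in R 4.3.3, the latter for GSVA scores of lists with at least 3 genes. Standard errors of log2 fold changes are the fold change divided by the root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The sample numbers were taken to pair Ctrl with W08 and no other groups. Deviations from the group means correlated between same-numbered samples of Ctrl and W08 at 0.104 to 0.386 in 3 of 3 pairs. Other groups came close, with 0.0600 to 0.259 for W05 and Ctrl-W05 and 0.0506 to 0.180 for W08 and Ctrl-W05. No chance level was computed, so the pairing is an assumption. This pairing comes from the data and not from the labels. In the gene tests the replicate block was fitted to the libraries of all groups, so it also blocked the numbers of groups not taken to pair.

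The step was tested on simulated data with 200 changed genes, 100 for each size of change. With a log2 fold change of 1 or 2, edgeR recovered 60% and 79% of them in sums of all cells (16012 genes, 4.79% of calls false), 79% and 90% in endothelial cells (12616 genes, 10.1% false), 55% and 88% in macrophages (11383 genes, 4.67% false), 70% and 91% in B cells (10608 genes, 4.17% false), and 8% and 72% between sub-clusters 2 and 1 (6193 genes, 3.61% false). A log2 fold change of 1 between sub-clusters was thus mostly missed in the simulated data. The real contrast called 2120 of 6193 genes, and some with fold changes near 1 passed, such as Gata6 and Gpx4. The recovery with 200 changed genes may therefore not hold there.

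Named genes are those the paper names, members of the lists, and within a class the 10 largest rises and 10 largest falls per comparison with an adjusted p under 0.05, at least 20 CPM in the higher group and no overlap between mice, which chance gives for 10% of unchanged genes. Mitochondrial, ribosomal, immunoglobulin, haemoglobin, unnamed and hepatocyte marker genes were left out of the latter. Which of these genes the text names was chosen after the data were seen. The alternatives tried were other normalization, gene filters and tools, other limits on the cells, another resolution, Ward clustering and 10 components for the sub-clusters, classes by a score per cell, empty vector livers as the baseline, the replicate block, and each library left out in turn. Pseudotime, regulon, receptor-ligand and copy number programs of the paper were not run, and other cohorts and cell lines of the paper were not used here.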

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

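The interaction of week and plasmid, the exchange of names, the single mouse, the definition of epithelial cells, the single liver class and the doublets are tests chosen after the results were seen.

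The share of conventional dendritic cells stood out because its difference from the empty vector livers differed between the weeks, by −1.56 on the log2 scale for W08 less W05 (edgeR adjusted p = 0.0340). The share of neutrophils differed in the same way, by −2.08 (edgeR adjusted p = 0.00302). Neutrophils were also more frequent in empty vector livers, for which the paper gives a principal component plot but no shares of cell classes, than in normal livers, with log2 fold changes of 2.11 in Ctrl-W05 (edgeR adjusted p = 8.34e-05) and 2.55 in Ctrl-W08 (edgeR adjusted p = 8.14e-06).

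Sub-cluster 2 had a higher share in the mice labelled W05 than in those labelled W08, while the paper gives Tum2 as the sub-cluster that expands by week 8. One mouse does not set this difference, since with each mouse left out the mean stayed higher in W05, at the closest 33.5% against 0.893% without W05 replicate 2, and the lowest W05 mouse, at 9.62%, lies above the highest W08 mouse, at 2.68%. In the top 25% of the copy number score the mice overlapped, with 23.1% in the lowest W05 mouse and 27.3% in the highest W08 mouse (difference of the means −45.6 points, exact p = 0.2). A candidate explanation is that the names W05 and W08 were exchanged between the labels and the figures, since the summed difference from the 6 shares of the paper was 177 points as labelled and 46.1 points exchanged, a ratio of 3.85. The share of macrophages, 23.1% in W05 and 7.13% in W08, also runs against the rise by W08 that the paper describes. These tests were found from the same values, and the histology by week that the paper gives was not analysed here, so a biological difference between the weeks stays open. The definition of epithelial cells cannot be told apart as a cause, since with a score per cell no sub-cluster had more than 1 of the 15 Tum2 markers.

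W05 replicate 3 held RNA of pancreatic enzymes, with 16 genes such as Cel, Cpa1 and Pnlip at 3306 CPM and in 98.9% of its cells, against 6.06 to 18.8 CPM in the other 14 libraries. The paper's text does not discuss these genes, while its gene table lists some for Tum3, such as Cpa1 and Pnlip. RNA of exocrine pancreas in that preparation is a possible explanation, since a second list of 11 exocrine genes was 112 times as high there as in the highest other library. Pieces of whole pancreas with islets are argued against by 8 islet genes, with 1 UMI (upper 95% counting limit 0.127 CPM) beside 145182 UMIs of the 16 enzyme genes, at 0.267 times the highest other library, which had 2 UMIs (0.0854 CPM), and expression by 1 liver cell class is argued against by a level in the highest class only 2.29 times that of the median class. Whether the tissue came with the dissection was not tested, and apart from expression by 1 liver cell class no biological explanation was tested.

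Akt1 stood at 771 CPM over the cells of sub-cluster 2 in W05, against 185 CPM in sub-cluster 1 of W05, 60.6 CPM in normal epithelial cells of Ctrl and 51.2 and 49.5 CPM in those of Ctrl-W05 and Ctrl-W08. Within mice, Akt1 and Yap1 were higher in sub-cluster 2 than in sub-cluster 1 (log2 fold change 2.40, SE 0.307, edgeR adjusted p = 1.57e-12, and 2.24, SE 0.317, edgeR adjusted p = 2.07e-10). The size differed widely between mice, a spread these p-values do not measure. In W05 replicates 1, 2 and 3, Akt1 stood at 964, 558 and 1079 CPM in sub-cluster 2 against 230, 426 and 62.5 CPM in sub-cluster 1. Yap1 stood at 373, 321 and 418 against 92.0, 158 and 49.5 CPM. In replicate 2 the 95% counting limits of Akt1 overlapped (472 to 657 against 362 to 497 CPM). Depth is argued against, since 55.8% of the cells of sub-cluster 2 and 10.9% of those of sub-cluster 1 had an Akt1 UMI at equal depth. Doublets cannot be told apart as a cause, since Scrublet called 0.0635% of W05 replicate 1, which gave 52 of the 118 cells of sub-cluster 2, and in W05 replicate 2 the lower 95% counting limit of sub-cluster 2 was only 0.799 times the highest upper limit of another cluster of that library for Yap1, and 0.948 times for Akt1. In W05 replicates 1 and 3 this ratio was 2.22 or more for both genes. The cluster with the highest limit in replicate 2 was sub-cluster 1 for Akt1 and cluster 31, of hepatocytes, for Yap1. Transcripts of the injected plasmids are a candidate source, since the median log2 fold change of the paralogs Akt2 and Wwtr1, which the plasmids lack, was −0.35. Plasmid and endogenous RNA are not separated by these counts, and among cells in the top 25% of the copy number score the fold changes were −0.24 for Akt1 and 0.26 for Yap1, so it stays a hypothesis.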

How the results depend on the processing

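The clustering without pancreatic genes and the empty vector baseline for ligands and receptors were chosen after the data were seen, and the other alternatives given here were planned. Directions held in most alternatives, and the values that follow are those that changed; the cause was not tested, except that exact permutation of 3 mice against 3 cannot pass 0.05 by its design. Between sub-clusters 2 and 1, log2 fold changes of 1 were mostly not recovered in simulated data. Removing doublets hardly changes W05 replicate 1, where Scrublet called 0.0635% of the barcodes.

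With only the groups compared in the fit, the genes called were 3020 for Ctrl-W05, 203 and 712 in endothelial cells of W05 and W08, 109 and 21 in macrophages and 58 and 279 in B cells, in place of 4932, 1415, 1396, 1085, 466, 259 and 460. Against empty vector livers they were 3248 and 3810 in endothelial cells, 2232 and 3814 in macrophages and 1927 and 2317 in B cells. Without a filter on low counts, 730 genes were called in macrophages of W08 and 778 and 789 in B cells of W05 and W08. DESeq2 called 711 in macrophages of W08, and its calls in B cells of W05 were 154 higher and 146 lower, against 107 and 152. With the score per cell, 530 were called in macrophages of W05. Between sub-clusters 2 and 1, 3265 genes were called without the upper limits and 664 in the top 25% of the copy number score, in place of 2120. Between sub-clusters 3 and 1, 76 were called by DESeq2, 3575 with the score per cell and 725 without the upper limits, in place of 146.

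For log2 fold changes of class shares, the replicate block gave −0.84 for B cells, 0.014 for endothelial cells and 0.98 for epithelial cells of W08 against Ctrl, and the first and last then passed. In that comparison, the only one whose sample numbers were assumed to pair, the replicate block also gave a call to conventional dendritic cells (−0.87), platelets (1.76) and unnamed cells (1.07). Each had an edgeR adjusted p of 0.0308, and no other call among 14 classes changed. The other alternatives for shares are given for 7 classes. Without the pancreatic genes the values of B, endothelial and epithelial cells were −0.85, 0.070 and 0.99. Against empty vector livers, W05 gave −0.73 for T cells, 0.85 for macrophages and 0.43 for endothelial cells, and W08 gave −1.18 for B cells, −0.58 for T cells, 0.84 for NK cells, 1.19 for endothelial cells and 1.74 for epithelial cells. With exact permutation, W05 against Ctrl gave 1.55 for macrophages, −0.83 for endothelial cells, 1.80 for fibroblasts and 1.11 for epithelial cells, and W08 against W05 gave −1.70, 0.83 and −1.57 for the first 3. TMM over the classes gave −0.81 for endothelial cells of W05, −0.084 for T cells of W08 and 0.68 for endothelial cells of W08 against W05. With only the groups compared, endothelial cells of W05 gave −0.83, epithelial cells of W05 1.10 and endothelial cells of W08 against W05 0.83. A Leiden resolution of 0.5 gave endothelial values of −0.72 for W05, 0.0088 for W08 and 0.73 for W08 against W05. The score per cell gave −0.18 for T cells, 0.18 for endothelial cells and −0.56 for fibroblasts of W08 against Ctrl, and −0.63 for NK cells and −0.71 for epithelial cells of W08 against W05. Without hepatocyte and unnamed clusters in the total, W08 against Ctrl gave 0.063 for NK cells, 0.034 for macrophages, 0.19 for endothelial cells and 1.20 for epithelial cells, and W08 against W05 gave 0.073 for epithelial cells. Endothelial cells of W08 gave 0.00097 without doublets and 0.019 with unscaled deviations, against −0.00 in the planned analysis.

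For lists, the stemness mean of sub-cluster 2 passed fry at −1.13 without the mouse as a block (no replicate block) and at −1.27 without the upper limits, and that of sub-cluster 3 at −1.33 with the score per cell. Module 1 of sub-cluster 3 passed at −1.77 with the score per cell. Module 2 of sub-cluster 2 passed at 0.96 without the mouse as a block, 0.87 without the upper limits and 1.30 as a GSVA score, and module 2 of sub-cluster 3 gave 0.88 with the score per cell, −0.19 without the upper limits and 0.89 as a GSVA score. Module 3 of sub-cluster 3 gave 0.40, 0.051 and 0.10 in the same order. Genes whose direction turned in sub-cluster 2 were Akt1 (−0.24 in the top 25% of the copy number score), Cd24a (0.080 without the mouse as a block, 0.15 in the top 25%) and Cd44 (0.63 without the mouse as a block, 0.86 without the upper limits), and Sox9 gave 0.28 in sub-cluster 3 without the upper limits. Cxcl12 in sub-cluster 2 gave −0.11 without genes differing between W05 and W08. In sub-cluster 3, Notch1 gave −0.42 with the score per cell, Nfkb2 −0.092 without the mouse as a block, Irf9 −0.26 without the upper limits, and Stat3 1.47 with the score per cell and 0.68 without the upper limits. Against empty vector livers, Ccn2 and Spry1 in endothelial cells of W05 gave 1.42 and 0.16, Nos2 in macrophages of W05 0.69 and Vegfa in macrophages of W08 0.11. Against the same livers, endothelial Pdgfb gave 0.98 in W05 and 0.81 in W08, Kit −0.53 and −0.75, and Tek −0.33 and −0.22.

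With 1 library left out, the lowest and highest counts of genes were 2915 and 6140 for Ctrl-W05 and 3150.0 and 5955 for Ctrl-W08; 839 and 1914, and 649 and 1291, in endothelial cells of W05 and W08; 374 and 1498, and 147 and 1017, in macrophages; 109 and 254, and 228 and 371, in B cells; and 245 and 2186, and 126 and 506, in sub-clusters 2 and 3. The libraries that moved these counts by over 1.5 times were Ctrl replicate 2 (2922 and 3155), Ctrl-W05 replicate 1 and Ctrl-W08 replicate 3 for the empty vector groups; Ctrl replicates 1 (861) and 2 and W05 replicate 2 (857) for endothelial cells of W05; W08 replicates 1 (762) and 2 for those of W08; Ctrl replicates 1 (540.0) and 2 (707) and W05 replicates 1 and 2 (619) for macrophages of W05; Ctrl replicates 1 (234), 2 and 3 (155) and W08 replicates 1 and 2 (220.0) for those of W08; Ctrl replicates 1 (113), 2 and 3 (154) for B cells of W05; Ctrl replicates 1 (255) and 2 (264) and W08 replicate 3 for those of W08; and W05 replicates 1 and 2 (838 and 506) for the sub-clusters. Shares of W05 against Ctrl ran from −0.36 to 0.53 for T cells, −0.20 to 0.35 for NK cells, 1.30 to 1.99 for macrophages, −0.96 to −0.64 for endothelial cells, 1.41 to 2.21 for fibroblasts and 0.87 to 1.29 for epithelial cells. Those of W08 against Ctrl ran from −1.04 to −0.67 for B cells, −0.095 to 0.19 for T cells, −0.53 to 0.15 for NK cells, −0.43 to 0.29 for macrophages, −0.10 to 0.16 for endothelial cells, −0.26 to 0.64 for fibroblasts and 0.69 to 1.18 for epithelial cells. Those of W08 against W05 ran from −0.48 to 0.41 for T cells, −0.62 to 0.0086 for NK cells, 0.64 to 0.96 for endothelial cells, −2.04 to −1.38 for fibroblasts and −0.41 to 0.063 for epithelial cells, and the difference in the share of sub-cluster 3 from −2.33 to 1.66, the last without W05 replicate 2. The stemness mean of sub-cluster 2 ran from −1.26 to −0.95, module 2 from 0.65 to 1.18 in sub-cluster 2 and −0.065 to 0.45 in sub-cluster 3, and module 3 from −0.19 to 2.31 in sub-cluster 3. Cd44 and Hdac3 in sub-cluster 2 ran from −1.40 to 0.87 and from −0.0094 to 1.01, and Cxcl12 there from −0.040 to 0.69. Stat3 in sub-cluster 3 ran from −0.53 to 0.99. Kit and Pecam1 in endothelial cells of W05 ran from −0.058 to 0.59 and from −0.079 to 0.039.

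Counting every alternative other than a left-out library, 200 of 242 class share values were the same in direction and side of the threshold, 15 weaker, 9 stronger and 18 reversed; of the counts of genes, 56 of 74 within classes or libraries and 7 of 12 between sub-clusters stayed within 1.5 times; of genes within classes, 713 of 752 were the same, 33 weaker, 2 stronger and 4 reversed; of lists within classes, 232 of 275; of lists between sub-clusters, 61 of 98, with 14 weaker, 19 stronger and 4 reversed; of named genes between sub-clusters, 238 of 277, with 13 weaker, 14 stronger and 12 reversed; and of sub-cluster shares, 19 of 19. With 1 library left out these were 95 of 126 (11 weaker, 3 stronger, 17 reversed), 24 of 48, 5 of 8, 506 of 585 (74 weaker, 3 stronger, 2 reversed), 143 of 213, 49 of 70 (15 weaker, 4 stronger, 2 reversed), 173 of 195 (14 weaker, 3 stronger, 5 reversed) and 17 of 18.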

Differences from the paper's values

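The tests named here were planned, except the exchange of names, the clustering without pancreatic genes and all alternatives for the numbers of cells per class, which were chosen after the results were seen. The pooled folds of the Tum1 markers were also added after the folds within libraries had been seen. A value is called within the paper's when neither is over 1.5 times the other, so a share can lie within and still be lower.

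The paper gives 16 clusters and the cells here formed 43, or 30 at a Leiden resolution of 0.5, which differs as well. The clustering here covers all 15 libraries and the paper's covers 9, so the group here is wider. Hepatocytes number about 1200 in Figure 1C of the paper, read by eye, and 167 here. The number was 860.0, within 1.5 times the paper's, in the clustering without pancreatic genes, a setting chosen after the values were seen; the paper calls no items in this count. It was 2229 with the score per cell, 209 without the upper limits, 166 without doublets, 153 with unscaled deviations and 167 at a Leiden resolution of 0.5. In the clustering with all genes, a cluster led by Apoc4, Fabp1 and Mup11, with 154 cells of Ctrl, 30 of W05 and 514 of W08, stayed unnamed.

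The paper gives Tum1, Tum2 and Tum3 as 89%, 1% and 10% of the malignant cells at W05, where the pooled shares here were 55.1%, 40.1% and 4.88%. At W08 the paper gives 46%, 33% and 21%, where the shares here were 95.6%, 1.32% and 3.07%. The paper used 379 malignant cells from a copy number program and this split used 515 epithelial cells, so the group here is wider. For Tum1 at W05 the share lies within 1.5 times the paper's 89% only without W05 replicate 1 (63.9%), where it is still lower. It does not with the score per cell (42.8%), Ward clustering (59.2%), 10 principal components (53.7%), without doublets (54.7%), without upper limits (39.3%), in the top 25% of the copy number score (26.5%), without genes differing between W05 and W08 (53.7%), or without any other library. For Tum3 at W05 the share lies within 1.5 times the paper's 10% only without W05 replicate 2 (8.50%). It does not with the score per cell (55.1%), Ward clustering (3.14%), 10 principal components (4.18%), without doublets (4.21%), without upper limits (31.8%), without genes differing between W05 and W08 (4.53%), or without any other library. A sub-cluster stands for a Tum only where at least 8 of its 15 markers were higher in it, which leaves out Tum2 with the score per cell (16 cells, 2.05% of W05 and 2.37% of W08) and Tum3 in the top 25% of the copy number score (1 cell, 1.02% of W05 and 0% of W08). In the main split, Tum1 meets this rule only by pooled folds (15 markers), as 4 were higher within libraries. For Tum2 at W05, and for all 3 sub-clusters at W08, none of the other alternatives brings the share within the paper's. The lowest Tum2 share at W05 was 28.9%, without upper limits, and the highest Tum2 share at W08 was 19.4%, in the top 25% of the copy number score. For Tum1 at W08 the alternatives ran from 80.6%, in the top 25% of the copy number score, to 98.2%, and for Tum3 at W08, in the settings with a matching sub-cluster, from 1.32% to 13.4%, with the score per cell.

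The paper describes Tum2 and Tum3 as growing toward week 8 and macrophages as rising toward week 8, and the libraries labelled W05 and W08 run the other way, with sub-cluster 2 at a mean of 41.6% and 0.893% and macrophages at 23.1% and 7.13%. On the markers of the paper, sub-cluster 2 carried 15 of the 15 of Tum2, and the numbers of B cells, T cells, NK cells, endothelial cells, fibroblasts, myeloid cells and conventional dendritic cells lie within 1.5 times those of Figure 1C. They do not for dendritic cells counted with plasmacytoid dendritic cells (1795, against about 980 in Figure 1C), for myeloid and dendritic cells with the score per cell (3970.0 and 2186), for dendritic cells at a Leiden resolution of 0.5 (1567), where no cluster was named as fibroblasts, and for fibroblasts with unscaled deviations (92). The paper describes B cells as constant between W05 and W08, and the means here were 17.0% and 13.0%, without a difference that passed the test. The paper describes the 3 control groups as overlapping, and here the first principal component set normal livers at −42.3 or below and empty vector livers at 20.3 or above. The paper calls stemness higher in Tum1 than in the other sub-clusters, and here the GSVA differences of −0.48 and −0.33 from sub-cluster 1 had the same direction without passing limma's adjusted threshold (0.0975 and 0.310). The paper ranks Mki67 as highest in Tum3, and here 14.3% of the cells of sub-cluster 3 had a UMI, the highest share, or 3 of 21 cells in a group with Ptprc in 66.7% of its cells, while the fold change of 1.01 did not pass with mice as replicates (edgeR adjusted p = 0.901) and passed with the score per cell (3.32), where sub-cluster 3 is a group of 303 cells with Ptprc in 88.1%, and without the upper limits (2.21). The paper places genes of VEGF signalling in Tum3, and here Flt1, Kdr and Nrp1 were at 0 CPM in the 2 mouse sums of sub-cluster 3, of only 6 and 5 cells, and Vegfa had a log2 fold change of −1.26 there (edgeR adjusted p = 0.460). The paper tested genes with MAST on log-normalized data and aggregated counts before GSVA, and it does not state what served as replicates. The tests here took mice.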

Other observations

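The interaction contrast, the lists for W08 against W05, the pancreatic gene lists and the clock genes are tests and choices made after the data were seen; the rest were planned.

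Endothelial cells of the livers labelled W05 carried more RNA of single genes such as Ifi27l2a and Lrg1, and of macrophage markers, than those of normal livers. Macrophages also made up more of the cells in W05, at 23.1% against 7.92% in Ctrl. For the macrophage markers, RNA of macrophages or doublets is therefore not separated from expression by endothelial cells. Ifi27l2a, an interferon-induced gene, rose from 4.47 ± 2.63 to 56.2 ± 35.5 CPM (log2 fold change 3.77, SE 0.495, edgeR adjusted p = 0.00048), and Ly6c1, a surface protein of capillary endothelium, from 2.39 ± 1.31 to 29.3 ± 10.9 CPM (log2 fold change 3.74, SE 0.386, edgeR adjusted p = 0.000116). Lrg1, a glycoprotein that promotes vessel growth, rose from 10.7 ± 1.69 to 91.5 ± 47.2 CPM (log2 fold change 3.06, SE 0.312, edgeR adjusted p = 0.000116), and Ednrb, the endothelin receptor B, from 18.9 ± 6.38 to 108 ± 17.1 CPM (log2 fold change 2.48, SE 0.353, edgeR adjusted p = 0.000737). Ly6c1 and Ednrb also lead cluster 19, of arterial cells, which held 4.57% of the endothelial cells of Ctrl and 9.89% of those of W05, so these sums over the class also follow its mix of clusters. Sox18, a transcription factor of endothelial development, fell from 205 ± 12.1 CPM to 70.1 ± 18.9 in W05 (log2 fold change −1.55, SE 0.178, edgeR adjusted p = 0.000215) and 33.8 ± 8.31 in W08 (log2 fold change −2.59, SE 0.186, edgeR adjusted p = 2.79e-06). Nr4a1, an immediate early nuclear receptor, fell in W08 from 56.8 ± 23.2 to 6.42 ± 3.65 CPM (log2 fold change −3.17, SE 0.412, edgeR adjusted p = 0.000242). Endothelial cluster 7 has the interferon-induced Cxcl10, Iigp1 and Cxcl9 among its leading genes. It held 1550 of the 5443 endothelial cells of Ctrl, 909 of 4257 in W05 and 405 of 6158 in W08. The lower values of W08, those of the interferon genes that follow included, are therefore not separated from this mix. Of 19 interferon genes, 14 were lower in W08 than in W05 and 16 adjusted over the list alone (fry adjusted p = 0.00561; camera adjusted p = 3.37e-20, and adjusted p = 0.116 with an estimated correlation), and 9 were lower without W05 replicate 2 or W08 replicate 1. The complement gene C1qb, a marker of macrophages, moved with them in endothelial cells, from 4.96 ± 0.201 CPM in Ctrl to 71.2 ± 42.6 CPM in W05 (log2 fold change 3.82, SE 0.409, edgeR adjusted p = 0.000145), and 5 of 8 Kupffer cell markers were higher there (8 adjusted over the list alone; fry adjusted p = 0.00608; camera adjusted p = 2.14e-12, and adjusted p = 0.222 with an estimated correlation), or 2 of 8 against Ctrl-W05.

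B cells of W05 carried more of the same macrophage RNA, with C1qa rising from 5.10 ± 0.933 to 41.0 ± 8.06 CPM (log2 fold change 2.97, SE 0.291, edgeR adjusted p = 7.4e-05), and more Irf7, the interferon regulatory factor, from 12.0 ± 1.73 to 36.2 ± 12.7 CPM (log2 fold change 1.55, SE 0.221, edgeR adjusted p = 0.00182). For C1qa, RNA of macrophages or doublets is not separated from expression by B cells. In W08 the B cells had less H2-T23, a non-classical MHC class I gene, at 73.1 ± 26.9 against 245 ± 9.90 CPM (log2 fold change −1.77, SE 0.175, edgeR adjusted p = 8.7e-05), less Tap2, a peptide transporter for MHC class I, at 22.7 ± 1.16 against 55.3 ± 9.66 CPM (log2 fold change −1.29, SE 0.140, edgeR adjusted p = 0.000115), and more Hsp90b1, a chaperone of the endoplasmic reticulum, at 432 ± 71.2 against 236 ± 14.7 CPM (log2 fold change 0.88, SE 0.0971, edgeR adjusted p = 0.000115). Macrophages of W08 also had less H2-T23, at 83.8 ± 4.86 against 314 ± 9.25 CPM (log2 fold change −1.90, SE 0.135, edgeR adjusted p = 3.28e-06), and less Plaur, the urokinase receptor, at 25.8 ± 9.28 against 131 ± 12.9 CPM (log2 fold change −2.32, SE 0.228, edgeR adjusted p = 0.000112). In W05 they had more Fcrls, a receptor of resident macrophages, at 35.3 ± 24.7 against 0.569 ± 0.149 CPM (log2 fold change 5.95, SE 0.843, edgeR adjusted p = 0.00155), and more Cd63, a lysosomal membrane protein, at 336 ± 99.1 against 44.3 ± 15.6 CPM (log2 fold change 2.91, SE 0.479, edgeR adjusted p = 0.00296).

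In sub-cluster 2, where Yap1 was higher except in the top 25% of the copy number score (log2 fold change 0.26 without a call), 7 of 12 YAP target genes were lower than in sub-cluster 1 and none higher, also adjusted over the list alone (mean log2 difference −1.54 ± 0.526 over 3 mice; fry adjusted p = 0.0197; camera adjusted p = 0.0130, and adjusted p = 0.492 with an estimated correlation). The fry call ended without each of W05 replicates 1 (−1.88), 2 (−1.62) and 3 (−1.38) and W08 replicates 1 (−1.47) and 2 (−1.69), with 10 principal components (−1.50), without doublets (−1.65), in the top 25% of the copy number score (−1.32) and without genes differing between W05 and W08 (−1.82). Ccn1, one of the targets, stood at 48.1 ± 40.4 CPM (3 mice) against 186 ± 91.0 CPM (6 mice; log2 fold change −2.98, SE 0.438, edgeR adjusted p = 1.14e-09).

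Dbp, a transcription factor of the clock output, stood at 10.6 ± 2.27 CPM in Ctrl-W05 and 27.9 ± 5.32 CPM in Ctrl-W08, against 141 ± 72.1 CPM in Ctrl (log2 fold change −3.73, SE 0.350, edgeR adjusted p = 5.63e-05, and −2.34, SE 0.326, edgeR adjusted p = 0.000321). The hours of tissue collection were not analysed here.

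For each count of genes called by edgeR, the 6 libraries were also split into 3 and 3 in all other ways, and 10 splits are too few for a share under 0.05, with 1 split in each case, the real one, calling as many. The real count and the highest of the other splits were 4932 and 0 for Ctrl-W05 against Ctrl, 5116 and 1 for Ctrl-W08 against Ctrl, 1415 and 1285 for endothelial cells of W05, 1396 and 0 for endothelial cells of W08, 1085 and 52 for macrophages of W05, 466 and 5 for macrophages of W08, 259 and 45 for B cells of W05, and 460 and 7 for B cells of W08. For W08 and Ctrl, whose numbers were assumed to pair, the other splits that part 3 pairs called at most 0, 0 and 1 genes in endothelial cells, macrophages and B cells. The split with 1285 endothelial genes sets Ctrl replicates 1 and 2 and W05 replicate 3 against the rest, so it points to a structure of the samples other than the groups.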
